# Context-dependent enhancer function revealed by targeted inter-TAD relocation

**DOI:** 10.1038/s41467-022-31241-3

**Published:** 2022-06-17

**Authors:** Christopher Chase Bolt, Lucille Lopez-Delisle, Aurélie Hintermann, Bénédicte Mascrez, Antonella Rauseo, Guillaume Andrey, Denis Duboule

**Keywords:** Developmental biology, Molecular biology

## Abstract

The expression of some genes depends on large, adjacent regions of the genome that contain multiple enhancers. These regulatory landscapes frequently align with Topologically Associating Domains (TADs), where they integrate the function of multiple similar enhancers to produce a global, TAD-specific regulation. We asked if an individual enhancer could overcome the influence of one of these landscapes, to drive gene transcription. To test this, we transferred an enhancer from its native location, into a nearby TAD with a related yet different functional specificity. We used the biphasic regulation of *Hoxd* genes during limb development as a paradigm. These genes are first activated in proximal limb cells by enhancers located in one TAD, which is then silenced when the neighboring TAD activates its enhancers in distal limb cells. We transferred a distal limb enhancer into the proximal limb TAD and found that its new context suppresses its normal distal specificity, even though it is bound by HOX13 transcription factors, which are responsible for the distal activity. This activity can be rescued only when a large portion of the surrounding environment is removed. These results indicate that, at least in some cases, the functioning of enhancer elements is subordinated to the host chromatin context, which can exert a dominant control over its activity.

## Abstract (web summary)

Here the authors show that a strong enhancer sequence can be controlled by the chromatin environment provided by a topologically associated domain (TAD) located nearby. An enhancer relocated by homologous recombination takes all the hallmarks of its new neighboring enhancers located in the recipient TAD.

## Introduction

Genes with important functions during vertebrate development are frequently multifunctional, as illustrated by their pleiotropic loss-of-function phenotypes. This multi-functionality generally comes from the accumulation of tissue-specific enhancer sequences^1^ around the gene. At highly pleiotropic loci, the collection of enhancers can be distributed across large genomic intervals, which are referred to as regulatory landscapes^2,3^. Such landscapes often correspond in linear size to topologically associating domains (TADs)^4–6^, defined as chromatin domains wherein the probability of DNA-to-DNA interactions is higher than with neighboring domains. These collections of enhancers likely reflect an evolutionary process whereby the emergence (or modification) of morphologies was accompanied by novel regulatory sequences with the ability to be bound by tissue-specific factors and hence alter the transcription of nearby target genes^7^.

This model, however, does not explicitly account for the potential influence of local genomic context to modulate interactions between promoters and nascent enhancers, thus adding another layer of complexity to our understanding of developmental gene regulation. For instance, many developmental gene loci are initially decorated with the chromatin mark H3K27me3 deposited by the Polycomb complex PRC2, before their activation^8^, possibly as a way to maintain silencing or limit transcription to very low levels. These chromatin modifications disappear along with gene activation and are re-deposited once the gene and its enhancers are progressively decommissioned, thus preventing inappropriate transcription that may cause severe developmental problems (see ref. ^9^). This indicates that enhancer or promoter function can be affected by their local chromatin environments.

In the case of large regulatory landscapes containing many enhancers with similar tissue specificity, the question arises as to how their activation and decommissioning are coordinated and enforced over very large genomic intervals to overcome any contradictory inputs. Two scenarios can be considered in this context. The first possibility is that each enhancer sequence within the landscape independently responds to information delivered solely through the factors bound to it in a sequence-specific manner. Such a mechanism would act entirely in *trans* and its coordination would be ensured by the binding of multiple similar positive or negative factors. In the second scenario, a higher level of regulation is imposed by the general environment of the landscape, for example corresponding to a TAD-wide positive or negative regulation, which would tend to dominate individual enhancer-specific controls in order to minimize dangerous misexpression events.

To address this issue, we used the development of the vertebrate limb as a paradigm and, in particular, the essential function of *Hox* genes in patterning and producing the main pieces of tetrapod appendages^10^. The emergence of the tetrapod limb structure was a major evolutionary change that facilitated animal migration onto land. A key step in this process was the acquisition of a fully developed distal part (hands and feet), articulating with the more ancestral proximal parts of the limbs (e.g., the arm and the forearm). During development, the distal piece requires the specific function of several key genes, amongst which are *Hoxa13* and *Hoxd13*. While the absence of either gene function induces a moderate phenotype in hands and feet^11,12^, the double loss-of-function condition leads to the agenesis of these structures^12^ thus suggesting a critical function for these two genes both during the development of distal limbs and its evolutionary emergence (see refs. ^13,14^). In this context, the regulatory mechanisms at work to control the expression of both genes in most distal limb cells were carefully analyzed either for *Hoxa13*^15,16^, or for *Hoxd13*^3,17^, and found to be quite distinct from one another.

In the case of *Hoxd* genes, the evolutionary co-option of *Hoxd13* into both the distal limbs and the external genitals was accompanied by the emergence of a novel TAD (C-DOM) containing multiple enhancers specific to either tissue or common to both^17–20^. This TAD is inactive until late in development when limb cells with a distal fate start to appear. In contrast, the expression of other *Hoxd* genes (*Hoxd9*, *Hoxd10*, and *Hoxd11*), which are all critical for the formation of more proximal parts of the limb^21^, are controlled by enhancers acting earlier and located in the adjacent TAD (T-DOM)^22^. The *HoxD* cluster lies in between these two TADs and contains several CTCF binding sites that create an interaction boundary between the two adjacent chromatin domains, insulating *Hoxd13* and *Hoxd12* from the rest of the gene cluster^23^. In the early stages of limb bud formation, *Hoxd9*, *Hoxd10*, and *Hoxd11* are activated by the regulatory landscape located telomeric to the cluster (T-DOM) leading to the patterning and growth of long bones of the arms and legs. Subsequently, in a small portion of cells at the posterior and distal end of the early limb bud, enhancers located in the centromeric regulatory landscape (C-DOM) are switched on, driving the expression of 5′-located *Hoxd* genes in the nascent hands and feet^22^.

The operations of these two TADs are mutually exclusive and as soon as C-DOM starts to upregulate the expression of *Hoxd13* in distal cells, enhancers within T-DOM are decommissioned and a large part of this chromatin domain becomes decorated by H3K27me3 marks^22^. This switch in TAD implementation involves the HOX13 proteins themselves since their production in response to C-DOM enhancers participates in the repression of T-DOM enhancers, likely through direct binding^24,25^. In parallel, HOX13 proteins positively regulate C-DOM enhancers, thus re-enforcing the functional switch between the two TADs. In the absence of both HOXA13 and HOXD13, C-DOM is never activated whereas T-DOM enhancers continue to function due to the absence of both decommissioning and H3K27me3 coverage^24^. Therefore, in this context, HOXD13 shows the properties of both a transcriptional activator and a transcriptional repressor at different times and in different chromatin environments.

At the time when *Hoxd13* becomes activated by distal limb (digit) enhancers, it is critical that all proximal limb (forearm) enhancers are rapidly switched off, to prevent the latter may act on the former, a situation that was shown to be detrimental to limb morphology^26^. This bimodal regulatory situation thus provides a paradigm to assay for the presence of a ‘context-dependent’ repression of enhancer activity. Accordingly, we set out to introduce into the proximal limb-specific T-DOM domain, the strongest distal enhancer normally working within C-DOM to activate *Hoxd13* in digit cells, asking whether this distal limb regulatory sequence would still be able to exert its function when relocated into a TAD where limb enhancers are being repressed in distal cells. We report that this enhancer element, which is functionally very penetrant when introduced at various random positions by non-targeted transgenesis, loses most of its distal limb activity when recombined within T-DOM, even though it continues to recruit the HOX13 factors, which are essential for its function in distal limb cells. We further show that part of the distal limb activity is restored when large portions of T-DOM are deleted in *cis*. We conclude that the function of this enhancer is inhibited by an *in cis* mechanism acting at the level of an entire chromatin domain, suggesting the existence, in this particular case, of a level of regulation higher than that of the enhancer sequences themselves.

## Results

### A distal limb-specific enhancer

To evaluate how a tissue-specific enhancer would behave when relocated into a different chromatin and regulatory context, we searched for a candidate enhancer element that would display the strongest possible specificity for developing distal limb cells at the *HoxD* locus. We performed ATAC-seq in wild-type E12.5 distal limb cells and compared the signals with a previously reported H3K27ac ChIP-Seq dataset^23^. Because distal limb enhancers located at *Hox* loci were shown to colocalize with the binding of HOX13 proteins as assayed in ChIP-seq experiments^24,25^, we used a CUT&RUN approach for both HOXA13 and HOXD13 (together referred to as HOX13) to more precisely delineate enhancer elements controlled, at least in part, by these transcription factors.

We identified a small element within a region previously described as Island II, one of the islands of the C-DOM regulatory archipelago^17,27^. This element was strongly bound by both transcription factors and accessible as judged by ATAC-Seq, suggesting that it is an active enhancer element in distal limb cells and that it controls the expression of the most posterior *Hoxd* genes there (Fig. 1a). Upon closer inspection, we found that the peak from CUT&RUN experiments matched precisely with the peak observed in a previously reported E11.5 whole limb bud ChIP-Seq experiment for HOXA13 and HOXD13 (Fig. 1b, dark gray lines)^25^. It also matched a small DNA fragment that is highly conserved across tetrapod amniote species but thus far absent from all evaluated anamniote genomes including that of coelacanth (Supplementary Fig. 1-1a; dashed box). This element had all the hallmarks of an active distal limb enhancer controlled by HOX13 transcription factors and hence we called it enhancer element II1.

**Fig. 1:**
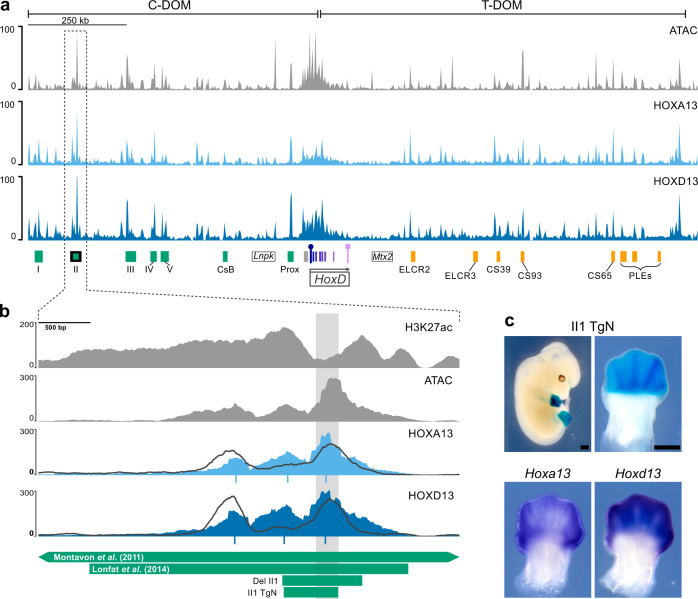
Identification of a distal limb bud-specific enhancer. **a** ATAC-seq profile (top) and binding profiles of the HOXA13 (middle) and HOXD13 (bottom) transcription factors by CUT&RUN, using E12.5 wild-type distal forelimb cells, covering the entire *HoxD* locus, including the two flanking TADs C-DOM and T-DOM (mm10 chr2:73950000-75655000). Green rectangles below are distal limb enhancers in C-DOM and orange rectangles are proximal limb enhancers in T-DOM. The *Hoxd* gene cluster is indicated at the center (the 5′ to 3′ direction of transcription is indicated by a black arrow) and the *Lnpk* and *Mtx2* genes are indicated as rectangles with black borders. The *Hoxd13* gene is on the centromeric end of the cluster and indicated by a purple rectangle with a circle on top, whereas *Hoxd1* is telomeric and indicated by a square top. The C-DOM Island II enhancer^17^ is a green rectangle with a black border and its corresponding signal peaks are surrounded by a dashed vertical box. **b** Magnification of the same tracks as above centered around the Island II enhancer with the H3K27ac ChIP-seq signal (top) in E12.5 distal forelimbs^23^. The overlying profiles indicated by dark gray lines are from ChIP-seq using E11.5 whole limb buds^25^ and are shown for comparison. Below the CUT&RUN profiles are the MACS2 peak summits for the corresponding CUT&RUN samples. The green rectangles below indicate regions described as Island II in^17^ or in^27^. The Del II1 shows the region deleted in this work (Supplementary Fig. 1-2) and II1 TgN is the transgene used panel in the next panel. **c** *LacZ* staining pattern produced by the II1:*HBB:LacZ* (II1 TgN) enhancer reporter transgene at E12.5, showing high specificity for distal limb cells (top). Below are whole-mount in situ hybridizations for *Hoxa13* and *Hoxd13* in wild-type E12. 5 forelimbs for comparison. Scale bars are 0.5 mm.

To test if this short element indeed carries the enhancer activity reported for the large versions of Island II (Fig. 1b and Supplementary Fig. 1-1a; green rectangles below), we cloned the sequence (532 bp, mm10 chr2:74075311-74075843) and constructed a reporter transgene where the enhancer is located 5′ to the *HBB* promoter and the *LacZ* gene (Fig. 1c, II1 TgN), and injected it into mouse pronuclei. Five founder animals were identified and then crossed with wild types. Embryos were collected at E12.5 and stained for *LacZ*. Four of the founders transmitted the transgene and produced strong distal limb-specific staining (Fig. 1c, top). One of the four transmitting founders also had low staining levels in nearly the entire embryo and another founder produced staining in the central nervous system. The four animals transmitting limb staining displayed a pattern closely matching the expression domains of both *Hoxd13* and *Hoxa13* (Fig. 1c). The variation observed in staining in other tissues likely resulted from different integration sites.

We also generated a version of the transgene containing a *GFP* reporter to better evaluate the dynamic of enhancer activity during the time course of limb formation (Supplementary Fig. 1-1b). The earliest stage where GFP fluorescence was observed was at E10, which quickly became very apparent by E10.5. The fluorescence was observed in the most distal and posterior portion of the limb bud mirroring native *Hoxd13* expression (see^26^), and was never observed in the proximal limbs. This expression persisted until at least E13.5.

### Deletion of the II1 enhancer sequence

The C-DOM regulatory landscape contains multiple enhancer elements that are necessary to produce a robust activation of *Hoxd* genes in the distal limbs and genitals^17,18^ and our ATAC-Seq and CUT&RUN experiments showed that element II1 is among the most strongly bound and accessible elements throughout the C-DOM (Fig. 1a). Because of this, we anticipated that it may make a measurable contribution to the transcription of *Hoxd* genes in the distal limb. To determine what effect this element contributes to the global regulatory activity of C-DOM, we used CRISPR/Cas9 to delete the II1 enhancer element (Fig. 1b and Supplementary Fig. 1-1a; green rectangle Del II1). Several founders were obtained and we produced embryos homozygous for this (*HoxD*^*DelII1*^) deletion. We collected embryos at E12.5, measured their levels of distal limb *Hoxd* mRNAs by RT-qPCR and looked at the transcript distribution by in situ hybridization. Using both approaches, we did not observe any significant change, neither in the level of *Hoxd* gene transcription in the distal limbs of embryos missing the II1 enhancer, nor in the spatial distribution (Supplementary Fig. 1-2a, b). While this result was somewhat surprising given how strong the signal for H3K27ac, ATAC, and HOX13 binding are, a similar lack of effect was observed when single genital enhancers were deleted within this same C-DOM TAD. However, removing several such enhancers had a cumulative effect thus demonstrating the regulatory resilience of this regulatory landscape^18^.

### Targeted insertion of a C-DOM enhancer into T-DOM

The T-DOM TAD contains multiple enhancers (Fig. 2a, orange rectangles), which activate *Hoxd* genes in proximal limb cells, and the deletion of T-DOM abolishes all *Hoxd* gene transcripts from the proximal pieces of the growing limb buds^22,26^. In distal limb cells, these elements are no longer at work and the entire T-DOM is switched off at the same time as enhancers within C-DOM are activated, including the II1 element. HOX13 proteins bind throughout the T-DOM and are associated with the decommissioning of the proximal limb enhancers. When HOX13 factors are not present the decommissioning does not occur and the ‘proximal’ enhancers continue operating in distal cells^24^. In fact, the T-DOM proximal enhancers CS39 and CS65 also operate in distal cells when introduced randomly into the genome as transgenes^24^, suggesting that the T-DOM environment represses the function of such sequences in distal cells and that this mechanism may involve the binding of HOX13 factors.

**Fig. 2:**
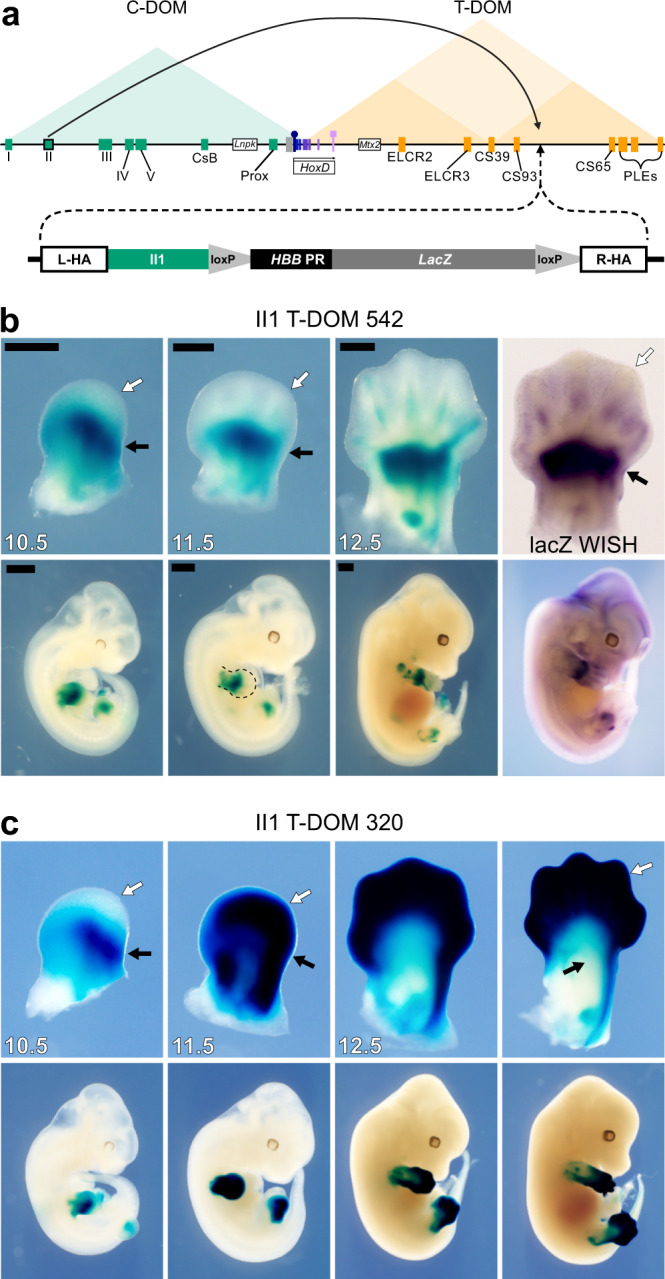
Targeted recombination of the II1 transgene into T-DOM. **a** Scheme of the *HoxD* locus with the triangles indicating the extent of both the C-DOM (green) and T-DOM (orange) TADs. Enhancers are green (distal limbs) or orange (proximal limbs) rectangles and the *HoxD* cluster is boxed. The arcing arrow on top indicates the origin and new location of the island II enhancer transgene into T-DOM. Below is a map of the II1:*HHB:LacZ* construct containing left (L-HA) and right (R-HA) homology arms, the II1 enhancer element, and the *HBB* promoter with a *LacZ* reporter gene. **b** *B-galactosidase* staining time course and *LacZ* mRNA (right panel) of the single-copy II1 T-DOM 542 founder line. At E10.5 and 11.5, staining is strong in the proximal limb (white arrow) while absent in the distal portion (black arrow). By E12.5 weak staining appears in the digit mesenchyme of the distal limb. The WISH for *LacZ* mRNA confirms that distal limb staining comes from transcription in distal limb cells rather than from stable *B-galactosidase* activity. **c** *B-galactosidase* staining in the multi-copy II1 T-DOM 320 founder line is stronger and more distal, except at the earliest time point where it is more similar to line 542. Black scales bars are 0.5 mm.

To further challenge this repressive effect and see whether it would dominate over the strong distal specificity of an enhancer that normally operates in distal cells, we set up to relocate a single copy of the enhancer II1 into T-DOM. We used the same transgenic construct (Fig. 1, II1 TgN) used to test the enhancer element by random insertion transgenesis (Fig. 1c), but we attached homology arms to the 5′ and 3′ ends to target insertion to a region of T-DOM in between—yet at a distance from—two strong proximal limb enhancers, CS39 and CS65^22,24^. This region was also selected because it had low levels of the Polycomb Group histone H3 modification H3K27me3, such that H3K27me3 short distance spreading (see ref. ^28^) would presumably not directly impact the inserted element. Fertilized eggs were injected with both the targeting construct and various CRISPR components (Fig. 2a and Supplementary Data 1).

We identified two founder lines that carried the construct and produced *LacZ* staining. The *HoxD*^*II1-T-DOM-542*^ founder line (‘allele 542’) showed a strong *LacZ* staining in the proximal limb (Fig. 2b, black arrows), with very weak staining appearing in the distal limb from E12.5 onwards (Fig. 2b, white arrows), limited to a small region of the forming digits. Since the II1 transgene was located within T-DOM, which hosts multiple proximal limb enhancers, the strong proximal limb activity likely resulted from the transgene behaving as an enhancer sensor in these cells. The second line identified (*HoxD*^*II1-T-DOM-320*^) produced a strikingly different staining pattern (Fig. 2c). At E10.5 both the II1 T-DOM 542 and II1 T-DOM 320 lines had strong staining in the proximal limb, but not in the distal limb (Fig. 2b, c; compare white and black arrows). Then, at E11.5, while both lines continued to produce strong proximal limb staining, the 320 line also had strong distal limb staining (Fig. 2c, white arrows). By E12.5 the staining pattern between the lines had almost completely diverged, with II1 T-DOM 542 showing strong proximal and very weak distal staining. In contrast, the II1 T-DOM 320 line produced very strong distal staining but it was nearly absent in the proximal limb (Fig. 2b, c).

To try to understand this difference and to confirm that the II1 transgene was inserted at the expected position, we performed long-read sequencing with the Oxford Nanopore MinION in conjunction with the nCATS protocol^29^ to enrich for sequencing reads covering the region around the insertion site (Supplementary Fig. 2). 

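In nCATS, purified genomic DNA is dephosphorylated so that its existing ends cannot take an adapter, Cas9 then cuts on both sides of the region of interest, and the nanopore adapters are ligated to the fresh cuts, where reads therefore start. The DNA came from yolk sacs of E12.5 embryos, with 1 library for the II1 T-DOM 542 allele and 1 for the II1 T-DOM 320 allele. There were no replicates, so the tests used with these data compare 2 libraries, not 2 alleles. The authors called bases with Guppy, mapped the reads on mm10 with minimap2, filtered the alignments and deposited the position, read name, mapping quality and strand of each one. The read sequences were not used here, so copy number and junctions inside the transgene cannot be read from these values.

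The 542 library held 4218 alignments of 3658 reads and 13445067 aligned bases, with a median alignment length of 1803.5 bp. The 320 library was deeper, with 8424 alignments of 7790 reads, 74659491 aligned bases and a median length of 5373.5 bp. It held 5.55 times as many aligned bases as the 542 library. The insertion region was taken as given in the Methods, on chromosome 2 from 75262998 to 75286118. In the 542 library, 10 alignments of 9 reads overlapped it, which was 0.237% of all alignments (95% Clopper-Pearson interval 0.114 to 0.436%). In the 320 library, 30 alignments of 16 reads overlapped it, or 0.356% (0.240 to 0.508%). The intervals overlap, and they cover counting error only. Counting aligned bases in place of alignments raised the 542 share to 0.505% and lowered the 320 share to 0.238%, which turns their order around. Keeping only the longest alignment of each read lowered the 320 share to 0.205%, below the 0.246% of the 542 library. The mean depth over the region was 2.93 in the 542 library and 7.67 in the 320 library, against 0.00493 and 0.0274 over the genome. Aligned bases per base of the region were enriched 616-fold over background in the 542 library and 291-fold in the 320 library. This background was not identical to the genome depth above, so the folds are not ratios of those depths. Counted in starts per base, the enrichment was 228-fold in the 542 library and 377-fold in the 320 library, the opposite order.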

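In the II1 T-DOM 542 library, 2 alignments overlapped the homology arms, and both crossed the insertion site with at least 500 bp on each side (2 of 2, 95% Clopper-Pearson interval 15.8 to 100%). None ended within 50 bp of the inner edges of the arms, and none lay within a single arm. The longer one was 24656 bp long and ran from 75260244 to 75284899 on the plus strand of chromosome 2, with 9353 bp to the left of the site and 15283 bp to the right, at a mapping quality of 60. The second covered 18306 bp on the minus strand, from 75266973 to 75285278. The mean depth was 2 over each arm, 1.78 over the region's left flank and 3.48 over its right flank, so 2 reads carry what this library shows about the site. An alignment table gives only the span of each alignment on the wild-type genome. By its span alone, a crossing alignment can come from a wild-type chromosome or hold the transgene as a gap inside the alignment. The paper compared the read sequences with the expected mutant genome to read the allele (Supplementary Fig. 2b). The longer alignment belongs to the 542 read named in that figure, which the paper reports to run through the transgene. The origin of the second alignment stays open here.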

In the 542 samples, we were able to detect a sequencing read that extended the length of the transgene, both homology arms, and several kilobases of the region that flanks the insertion (Supplementary Fig. 2b), thus confirming that the 542 allele was a single copy transgene inserted correctly at the right site. Because this enhancer inserted into T-DOM (hereafter II1 T-DOM) produced the expected allele, we used it for all subsequent experiments. 

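In the II1 T-DOM 320 library, 21 alignments either crossed the insertion site or ended at it. Only 4 of them crossed it (19.0%, 95% Clopper-Pearson interval 5.45 to 41.9%), and 17 ended within 50 bp of the inner edges of the homology arms. Of the 23 alignments that overlapped an arm, 14 lay within 1 arm (60.9%, interval 38.5 to 80.3%), as a copy whose arm is not next to the native flank would give. The mean depth was 10.9 over the left arm and 13.8 over the right arm, against 8.42 over the left flank and 6.78 over the right flank. The 17 alignments that ended at the site and the 14 within an arm all came from the 5 reads named in Supplementary Fig. 2c. These pieces are not independent, so the intervals are too narrow. They are also reads that the paper itself used for the allele. No difference between the libraries was detected in the share that crossed (two-sided Fisher's exact test, p = 0.0593). The same exact test found none in the share within an arm (p = 0.183). With only 2 alignments in the 542 library, these tests do not rule a difference out. With only the longest alignment of each read, 44.4% of the 320 alignments at the site crossed it, and 1 of the 10 that overlapped an arm lay within 1 arm.

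**Figure D1:**
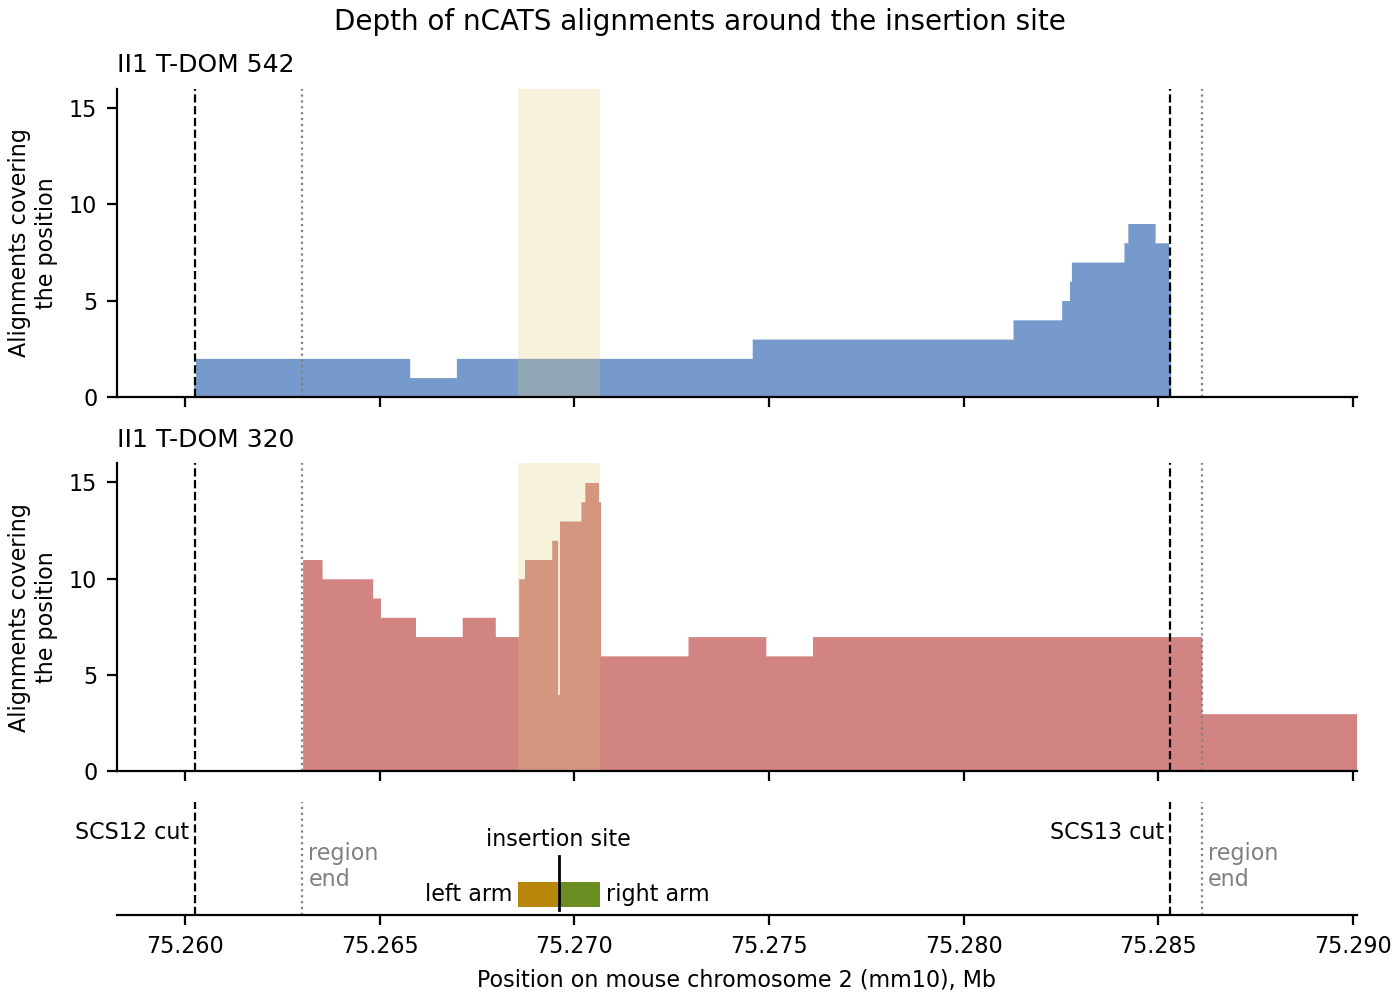
Number of nCATS alignments covering each position of chromosome 2 (mm10, in Mb) in the II1 T-DOM 542 and 320 libraries, 1 library each. The shaded span marks the homology arms, dashed lines the SCS12 and SCS13 cuts and dotted lines the ends of the insertion region. In the 542 library the depth is 2 across the arms, while in the 320 library it is higher over the arms than beside them and drops to 4 at the insertion site.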

We were not able to completely sequence the II1 T-DOM 320 allele because it contained multiple tandem copies of the insertion, yet we could reconstruct a putative genome based on unique overlapping reads which indicated that a minimum of four copies of the transgene were inserted as a tandem array with multiple orientations (Supplementary Fig. 2c).

From the analysis of these two alleles, we conclude that when inserted as a single copy at the selected position within T-DOM, the distal limb enhancer activity of II1 was almost entirely repressed and thus this sequence behaved there like any other native proximal limb enhancers located in T-DOM^22,24^. Since the heterologous promoter trapped the activity of the surrounding proximal limb enhancers, the final pattern appeared exactly as the reverse pattern for this enhancer when operating from C-DOM or as a randomly integrated transgene. This positive response of the *LacZ* sensor in proximal limb cells also acted as an internal control; the transgene was capable of transcriptional activity, with a capacity for tissue-specific expression. The repression from the chromatin environment in distal cells was completely alleviated when the transgene was present in multiple tandem copies (Fig. 2c), suggesting a potential micro-structure capable of escaping the negative effect of the local TAD environment. The decreased expression of this allele in proximal cells suggested that the array of transgenes was somehow insulated from receiving the influence of T-DOM proximal enhancers.

### HOX13 transcription factors bind to II1 T-DOM in distal limb cells

When the II1 transgene was inserted into T-DOM as a single copy, we scored a very low level of *LacZ* staining in E12.5 distal limb cells, detected only at a late stage and appearing as defined spots in the digit mesenchyme, i.e., in cells that do not reflect well the wild type expression pattern which is more widespread at this stage (Figs. 1c and 2b). Because the native II1 enhancer activity seems to be dependent on HOX13 proteins^30^, we looked for changes to the accessibility and presence of HOX13 binding to the II1 element within the context of the inactive T-DOM in distal limb cells, to see if HOX13 factors could still access and bind the relocated enhancer sequence.

We first performed an ATAC-seq on embryos homozygous for the II1 T-DOM single-copy insertion along with wild-type controls. We mapped the reads on the mutant genome and used a high mapping quality score (MAPQ30) to ensure that all reads observed on the coverage tracks mapped uniquely to the native II1 element in C-DOM (II1 C-DOM) and the II1 transgene recombined into T-DOM (II1 T-DOM). In wild-type control samples, as expected, no ATAC signal was observed over the native II1 C-DOM, neither in proximal limb bud cells nor in forebrain cells (Fig. 3a, left). In contrast, a strong ATAC signal appeared over the II1 element in distal limb cells (Figs. 1b and 3a; DFL). In the II1 T-DOM transgene, there was a weak signal observed over the *HBB* promoter element in the forebrain and proximal limb cells, the latter signal in proximal forelimb cells (PFL) likely reflecting the *LacZ* staining in response to nearby proximal limb enhancers. In the distal forelimb samples (DFL), there was a further increase in signal over the *HBB* promoter, and the accessible region extended over the II1 enhancer portion of the transgene. This signal over the II1 enhancer was nevertheless weaker than that observed on the II1 element located in its native context (Fig. 3a, ATAC DFL, compare left and right).

**Fig. 3:**
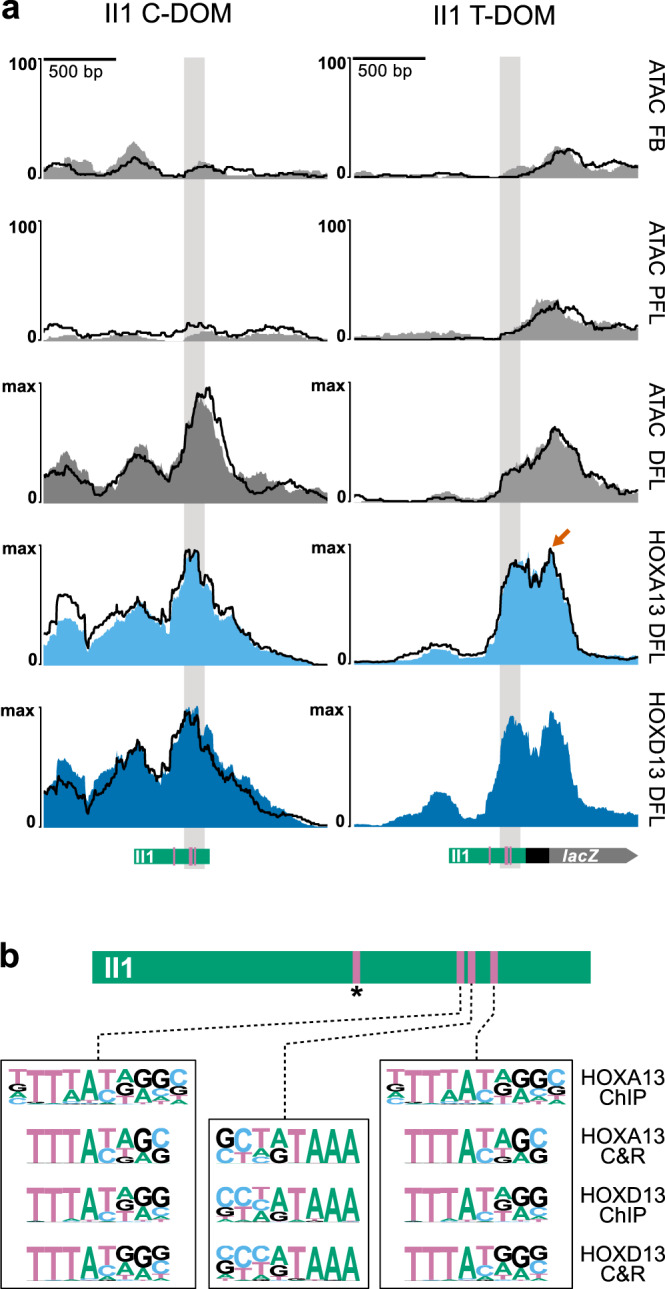
HOX13 transcription factor proteins bind to the II1 enhancer in T-DOM. **a** ATAC-Seq and CUT&RUN reads mapped to the II1 enhancer sequence, either in its native environment within C-DOM (left column; mm10 chr2:74,074,674-74,076,672), or its targeted recombination site within T-DOM (breeding line 542, right column; mm10 chr2:75,268,925-75,270,923). The II1 C-DOM element is not accessible by ATAC-Seq in E12.5 forebrain (FB), nor in proximal forelimb cells (PFL) samples. At E12.5 it becomes highly accessible in distal forelimb cells (DFL) and is strongly bound by HOX13 proteins. The II1 element in T-DOM has low accessibility in the FB and PFL samples, even though there is a high transcription of the transgene in PFL. Like the II1 element in C-DOM, the II1 enhancer in T-DOM is occupied by HOX13 proteins in distal limb cells. It also shows an additional peak over the *HBB* promoter (orange arrow). This peak is likely a non-specific signal resulting from promiscuous MNase activity used in the CUT&RUN technique. In all samples but HOXD13 in the II1 T-DOM allele, experiments were performed in duplicate. One biological replicate is plotted as a solid color and the other is shown as a superimposed black line (*n* = 2). Green rectangles below indicate the position of the II1 enhancer element relative to the peak signal; the position of the four HOX13 binding sites is indicated by pink lines. **b** On top is a schematic of the II1 enhancer element with the four HOX13 motifs indicated as pink bars. The pink bar with an asterisk indicates the motif position that is not near the HOX13 and ATAC peaks. At the bottom are the three HOX13 motifs identified by HOMER motif discovery in the CUT&RUN experiments here and the E11.5 whole forelimb ChIP-seq^25^.

The increased accessibility over the enhancer portion of the relocated II1 transgene in T-DOM suggested that HOX13 transcription factor may still be able to bind. We assessed this by performing CUT&RUN experiments using HOXA13 and HOXD13 antibodies on distal limb cells from embryos homozygous for the II1 transgene in T-DOM and wild type controls. To discriminate between reads from II1 in C-DOM or in T-DOM, only those reads containing sequences uniquely mapping to sequences outside the II1 element itself were considered (see methods). As expected, HOX13 proteins bound strongly to the native II1 element in C-DOM, with a peak over the 3′ end of the enhancer in controls (Fig. 3a, left). At the analogous position of the II1 transgene in T-DOM, we observed a similar peak for both HOXA13 and HOXD13, indicating that HOX13 transcription factors were able to bind to the II1 enhancer element when inserted into the T-DOM (Fig. 3a, right). However, the presence of these factors was not able to drive robust transcription of the nearby *LacZ* transgene in distal limb bud cells, even though the promoter was clearly accessible.

To confirm that the HOX13 peaks detected in the II1 enhancer element indeed corresponded to the presence of the expected HOX13 binding motif(s), we performed a motif search analysis^31^ for our CUT&RUN samples and for a previously reported dataset using ChIP-Seq^25^. In both datasets, we found motifs for HOX13 factors within the II1 element at four different positions. Three of these sites are closely clustered at the 3′ end of the enhancer element (Fig. 3b, pink bars) and match the peak summit for HOXA13 and HOXD13 in both the native II1 enhancer environment in C-DOM and in the transgene in T-DOM (Fig. 3a, gray columns). An additional motif was found within the II1 region but locates outside the peak region (Fig. 3b, asterisk). The three clustered motifs match previously reported HOX13 motifs^25,30^ and their position in relation to the position of CUT&RUN reads suggested that these sites are, in large part, responsible for the distal limb enhancer activity of the native II1 element in C-DOM.

### HOX13 binding sites are essential to II1 enhancer activity in distal limb buds

The presence of HOX13 factors bound to the II1 enhancer sequence when integrated into T-DOM suggested that they may be responsible for the weak remaining *LacZ* staining in some specific distal limb cells, even though this staining was distinct from the strong and general accumulation scored with the randomly integrated transgene (II1 TgN, compare Figs. 1c and 2b). Instead, it could be caused by some other factor(s) taking advantage of the pioneer activity of HOX13 factors^18,30^. We verified this by testing the necessity of these three HOX13 binding sites in the II1 enhancer recombined into T-DOM. We implemented a CRISPR approach in vivo to delete the HOX13 binding sites in the II1 T-DOM transgene, by using guides to delete either two or three of the HOX13 binding sites (Fig. 4a). Embryos hemizygous for the II1 enhancer in T-DOM were electroporated with CRISPR guides and Cas9 protein and the embryos were collected at E12.5 and stained for *LacZ*. Subsequently, the induced mutations were confirmed by Sanger sequencing (Supplementary Data 2). While the *LacZ* staining in proximal limb cells was not affected by these mutations, in all cases where the binding sites were deleted, the remaining *LacZ* staining found in distal limb cells of II1 T-DOM transgenic embryos was completely ablated even after overstaining the samples (Fig. 4b, Del TFBS, and Supplementary Fig. 4-1a).

**Fig. 4:**
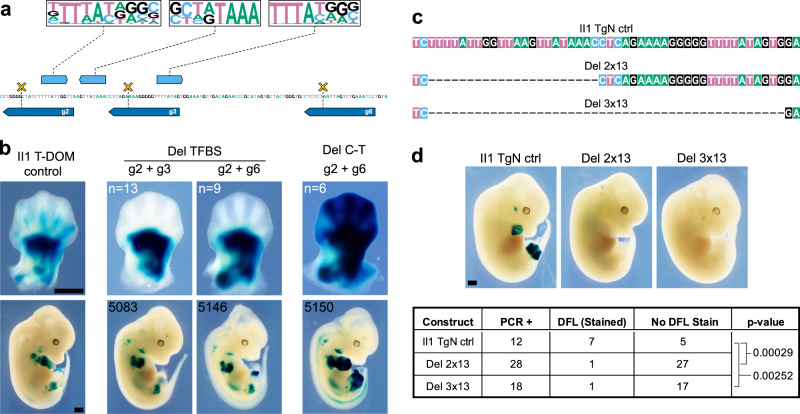
The effects of deleting HOX13 binding sites. **a** On top are the HOX13 motifs in the II1 element, identified in Fig. 3b, with their positions indicated below (light blue boxes with orientations). The dark blue boxes below the DNA sequence indicate the positions and orientations of the CRISPR guides. Combinations of guides were used to generate small deletions (g2 + g3 or g2 + g6). The yellow crosses indicate the approximate cutting position of the Cas9. **b** E12.5 F0 *LacZ* stained embryos containing these deletions. The left panel is a II1 T-DOM control limb (no CRISPR cutting), with weak staining in the distal digit mesenchyme (dozens were stained). The two central panels are representative embryos (sample size n indicated in upper left corners) with the indicated deletions (see Supplementary Fig. 4-1 for images of all embryos including these two #5083 and #5146). Embryos carrying either the g2 + g3 or g2 + g6 deletions lost all staining in distal limb cells. In the same litters, we observed some embryos with strong distal limb staining (as shown in the right panel, see also Supplementary Fig. 4-1b, c). They contained a deletion that extends from the native II1 element in C-DOM to the II1 transgenic element in T-DOM, due to the guide RNA sequence presence at both sites (scheme in Supplementary Fig. 4-1c). Deletions in all embryos were sequenced (Supplementary Data 2). Embryos with ambiguous sequencing results or mosaicism were not used in this analysis. **c** DNA sequence, mapping to the putative HOX13 binding sites in the II1 enhancer elements (see **a**). II1 transgenic embryos were generated using these variants as the transgenic material. The top track is the wild-type sequence used in control embryos (II1 TgN ctrl). The Del 2 × 13 sequence lacks the two centromeric motifs (see **a**), while the Del 3 × 13 sequence lacks all three motifs for putative HOX13 binding. **d** On top are *LacZ* stained E12.5 transgenic embryos, the table below reports the number of embryos positive for the transgene by PCR (PCR + ), the second column is the number of embryos that stained in the distal forelimb (DFL), followed by the embryos with no staining in the DFL (No DFL Stain). The *p* values are determined by two-sided Fisher’s exact tests. Representative embryos are shown for each transgene. See also Supplementary Fig. 4-2. Scale bars are 0.5 mm.

Of note, in several F0 embryos, we observed very strong proximal and distal limb *LacZ* expression (Fig. 4b and Supplementary Fig. 4-1b, Del C-T). When we sequenced the genomic DNA of these embryos, we found that they all contained a large deletion extending from the native II1 enhancer element within C-DOM up to the II1 transgene within the T-DOM region (approximately 1.2 Mb in length), due to the use of guide target sequences present in both copies of the II1 sequence (scheme in Supplementary Fig. 4-1c). In these embryos, the HOX13 binding sites are deleted and the *LacZ* transgene, formerly located within the T-DOM, was fused with a portion of the C-DOM (Supplementary Fig. 4-1c). In such a configuration, it is very likely that the enhancer remaining 5′ to the II1 site in C-DOM (island I) was then able to act on the transgene driving expression in the distal limb (Fig. 4b and Supplementary Fig. 4-1c), a regulatory influence obviously not permitted in the presence of an integral native T-DOM. *LacZ* expression in proximal cells was controlled by those remaining proximal enhancers located telomeric to the deletion breakpoint (Fig. 2a and Supplementary Fig. 4-1c, CS65 and PLEs).

As a control for the requirement of HOX13 factors for the function of the II1 enhancer sequence, we generated two variants of the II1 TgN transgene construct lacking either two (Del 2 × 13) or three (Del 3 × 13) HOX13 binding sites (Fig. 4c and Supplementary Data 1). We then injected these constructs into embryos to produce random integration events and then stained for *LacZ*. In nearly all cases, neither the Del 2 × 13, nor the Del 3 × 13 variants were able to produce distal limb staining, when compared with the embryos containing the complete II1 enhancer sequence (Fig. 4d). There were two exceptions to this: in one Del 2 × 13 embryo, we observed a clear distal limb staining although the proximal boundaries were very different than that seen in the normal II1 transgene (Supplementary Fig. 4-2, Del 2 × 13, yellow asterisk) and, in one Del 3 × 13 embryo, there was strong proximal limb staining and a portion of this staining extended into the posterior portion of the distal limb (approximately digit 5), yet most of the distal limb staining was absent (Supplementary Fig. 4-2, Del 3 × 13, yellow asterisk). In the remaining embryos carrying the transgene, twenty-seven embryos with the Del 2 × 13 transgene and seventeen embryos with the Del 3 × 13 transgene did not produce any distal limb staining (Fig. 4d and Supplementary Fig. 4-2).

As a final control experiment that unifies the two experiments above, we targeted the insertion of two additional variants of the II1 transgene into the same position of T-DOM as the II1 T-DOM 542 allele. In the first variant, we used the Del 3 × 13 transgene construction used to test the need for the three HOX13 binding sites when integrated at random locations throughout the genome (Fig. 4c-d). When we stained embryos carrying this transgene in the T-DOM, we again observed very strong proximal limb staining that matched the 542 allele, indicating that the transgene behaved as a T-DOM enhancer sensor in proximal limb cells (Supplementary Fig. 4-3a), but there was no staining in the distal limb. In the second variant, we completely removed the II1 enhancer element from the transgene and inserted into the T-DOM. In this construction the *LacZ* staining pattern also produced strong proximal limb staining and no staining in the distal limb (Supplementary Fig. 4-3b).

Altogether, these results indicate that even in the presence of bound HOX13 proteins, which are normally the essential factors for its activation, the II1 enhancer sequence recombined within T-DOM was unable to express its full potential. Indeed, only a weak remnant of a transcriptional activity was scored in distal cells, at a late stage and low level, even though the *LacZ* sensor system could work at high efficiency in proximal cells. This suggested that, in distal limb cells, the surrounding chromatin context of T-DOM exerted a dominant effect to repress the activity that this sequence normally displays when positioned within C-DOM, even if the binding of HOX13 factors was still observed.

### A TAD-driven repression of distal enhancers in proximal limb cells?

In order to challenge this negative in-*cis* effect, we used CRISPR to delete portions of the T-DOM adjacent to the introduced enhancer transgene and then evaluated the effect of these deletions on transcription of the *LacZ* sensor construct. Fertilized eggs hemizygous for the II1 T-DOM recombined enhancer allele were electroporated with CRISPR guides and Cas9 protein (Supplementary Data 1). Since the DNA sequences targeted by guides are present on both the wild-type and the II1 T-DOM alleles (Fig. 5a and Supplementary Data 1), we used genotyping PCR to screen for embryos carrying the expected deletion and used changes in *LacZ* staining to associate the deletion with the II1 T-DOM chromosome. As a control, we used littermate embryos that contained the same deletion but on the wild-type (non-transgenic) chromosome.

**Fig. 5:**
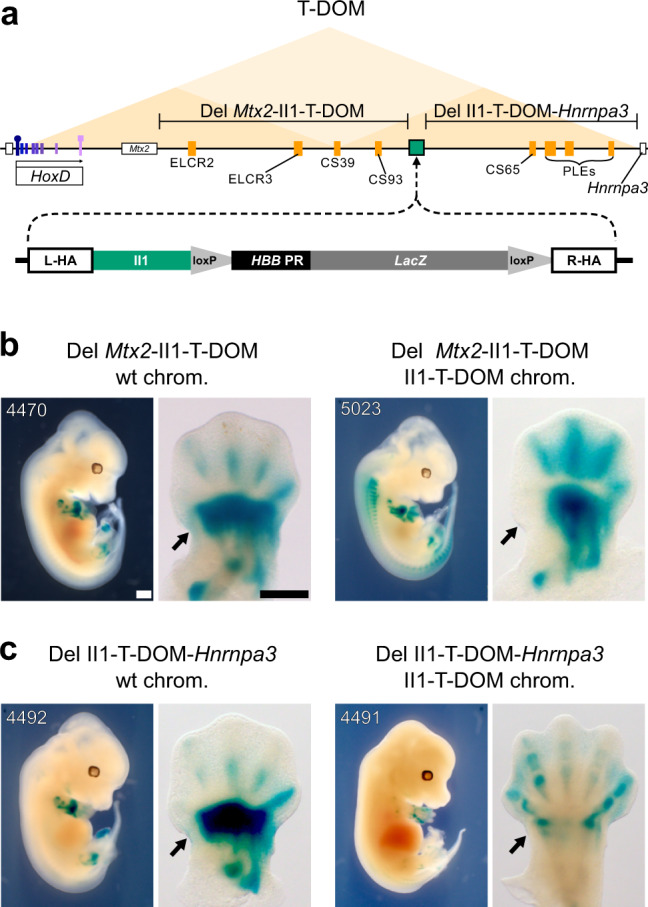
Restoring distal enhancer activity by removing the T-DOM chromatin environment. **a** Schematic of T-DOM with the *Hoxd* gene cluster on the left (purple boxes), *Hoxd1* with a square and *Hoxd13* with a circle on top. The *Mtx2* gene is next to *Hoxd1* and *Hnrnpa3* is the small white box with black border on the right of T-DOM. The position of the II1 transgene insertion into T-DOM is indicated by a green rectangle with black border (mm10 chr2:75269597-75269616). Orange rectangles are known proximal limb enhancers. The two regions deleted by CRISPR are indicated above the genomic map (Del *Mtx2*-II1-T-DOM and Del II1-T-DOM-*Hnrnpa3*). **b** The effect on *LacZ* staining caused by deleting the centromeric portion of T-DOM (Del *Mtx2*-II1-T-DOM). The left two panels are a control embryo with the deletion on the wild-type chromosome, and so are not expected to show changes in staining. In the right two panels, embryos with the deletion on the same chromosome as the II1 T-DOM 542 transgene, showing a light loss of staining in the proximal domain (black arrows) and a gain in the distal domain. All embryos used were photographed and included in Supplementary Fig. 5a, *n* = 6 and *n* = 5, respectively. **c** The effect of deleting the telomeric portion of T-DOM (Del II1-T-DOM-*Hnrnpa3*) on *LacZ* staining, with an almost complete loss of staining in the proximal domain (black arrows) and no substantial impact on the distal domain (*n* = 5, and *n* = 6, respectively). The embryos shown here are also displayed in Supplementary Fig. 5b to show the complete series of stained embryos. Scale bars are 0.5 mm.

The first deletion extended from the 3′ end of the *Mtx2* gene, up to, but not including, the II1 enhancer element in the T-DOM (Fig. 5a; Del *Mtx2*-II1-T-DOM). This deleted region of T-DOM contains the CS39 and CS93 proximal limb enhancers^22,32^. In this deletion, we only scored a slight reduction in the extent of the *LacZ* staining in proximal limb cells (Fig. 5b, black arrows), likely due to the removal of some proximal limb enhancers. In distal limb cells, there was a clear increase in the *LacZ* staining throughout the distal limb mesenchyme spanning almost the entire digital plate, as compared to the same deletion on the wild-type chromosome (Fig. 5b, compare left and right, Supplementary Fig. 5a).

The second deletion extended from the 3′ end of the *LacZ* transgene to the telomeric end of the T-DOM regulatory landscape (Fig. 5a, Del II1-T-DOM-*Hnrnpa3*). This portion of T-DOM contains the CS65 and PLE proximal limb enhancer elements^22,26^. In this deletion, we observed a severe loss of *LacZ* staining in proximal limb cells (Fig. 5c and Supplementary Fig. 5b). In distal limb cells, there was a slight difference in the distribution of *LacZ* positive cells, yet no obvious increase in staining when compared to the control chromosome, unlike in the former deletion (Fig. 5c and Supplementary Fig. 5b). These results showed that staining could be recovered when the centromeric flanking piece of T-DOM was removed and hence that this chromatin segment somehow exerted a robust repressive effect on the II1 transgene in distal limb bud cells.

### The II1 T-DOM transgene contacts the *HoxD* gene cluster

In distal limb bud cells at E12.5, strong chromatin contacts are detected between the II1 enhancer sequence (or a larger sequence including it) and the “posterior” part of the *HoxD* cluster^17^. Along with other C-DOM cis-regulatory regions, the II1-*Hox* cluster interactions collectively sustain activation of *Hoxd13* to *Hoxd11* in the digital plate^17^. Because of this, we wondered how this enhancer sequence would behave when relocated within the 3D chromatin space of the neighboring TAD. In other words, would it maintain its contacts with these ‘distal’ limb genes (*Hoxd13* to *Hoxd11*), not establish any contacts with the cluster at all, or would it adopt the interaction tropism of its new T-DOM neighborhood for the more ‘proximal’ limb genes (*Hoxd10*, *Hoxd9*, *Hoxd8*)? We performed Capture Hi-C (CHi-C) on E12.5 proximal and distal forelimb cells micro-dissected either from wild-type embryos, or from embryos homozygous for the recombined II1 T-DOM transgene. The captured reads were mapped onto the mutant genome excluding all reads that would ambiguously map to both the II1 enhancer in C-DOM and in T-DOM, i.e., sequence reads that would not extend outside of the enhancer itself and hence could not be uniquely assigned to either one of the two sites.

In both the proximal and distal forelimb datasets, strong contacts were established between the II1 enhancer element within T-DOM and the *HoxD* gene cluster, as revealed by the subtraction of the mutant contact signal from the wild type (Fig. 6a, black arrows; Supplementary Fig. 6, black arrows). This gain of contacts between the recombined II1 enhancer and the *HoxD* cluster in both proximal and distal cells, were the only noticeable change induced by the presence of the transgene on the general chromatin configuration of the locus (Fig. 6a). In order to evaluate these new contacts in greater detail, we plotted pairwise heatmaps between the *HoxD* cluster and II1 T-DOM, as well as H3K27me3, H3K27ac, and CTCF ChIP-seq datasets^23,32^.

**Fig. 6:**
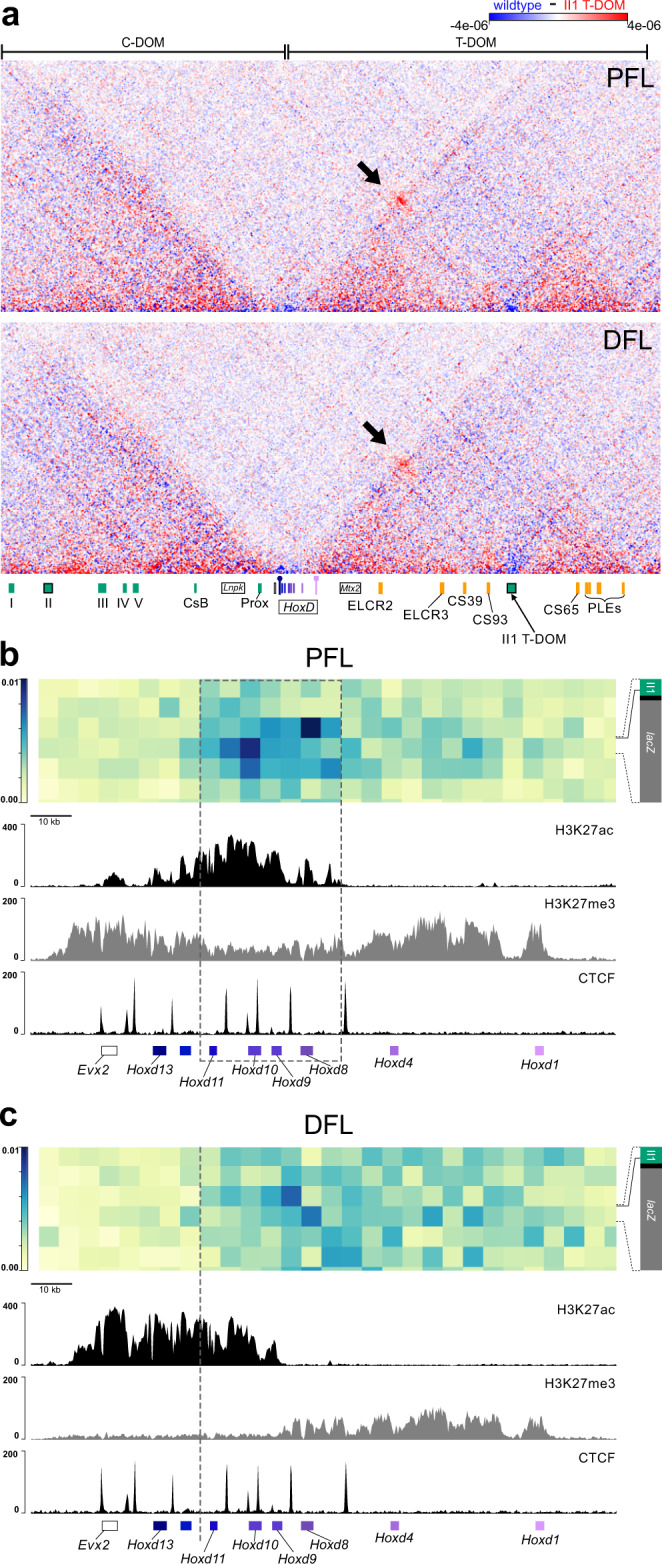
The II1 enhancer in T-DOM contacts the *Hoxd* gene cluster. **a** Capture Hi-C maps at 5 kb bin resolution over the entire *HoxD* locus (mm10 chr2:73,950,000–75,655,000), displayed as the subtraction of wild type signal (blue) from the II1 T-DOM 542 allele signal (red). The II1 enhancer transgene inserted in the T-DOM (arrow on the green rectangle at the bottom) produces clear contacts with the *Hoxd* gene cluster (black arrow pointing to the red bins). The contacts are established in both proximal forelimb (PFL) and distal forelimb (DFL) cells. **b** Contacts between the *Hoxd* gene cluster (*x*-axis, genes are indicated below) and the region covering the II1 T-DOM reporter transgene (y-axis) in proximal forelimb cells (PFL). The II1 T-DOM construct is schematized on the *y*-axis for clarity (right), a solid black line indicates where the bin boundary aligns to the transgene. The II1 enhancer is shown in green, the *HBB* promoter is black, and the *LacZ* gene is in gray. The panels below are the H3K27ac, H3K27me3^32^, and CTCF^23^ ChIP-Seq tracks from wild type PFL cells, aligned with the interaction matrix above. The strongest contacts are between the II1 T-DOM reporter transgene and the region around *Hoxd8* and *Hoxd10*, matching genes transcribed in proximal limb cells, surrounded by a gray dashed box. **c** Same as in **b** but using distal forelimb cells (DFL)^23,32^. The inserted II1 T-DOM transgene establishes more diffuse contacts, extending from *Hoxd1* to *Hoxd11* and stopping abruptly before those genes highly that are expressed in distal cells (*Hoxd12*, *Hoxd13*).

These alignments revealed clear differences between contacts in proximal and distal cells, in both their relative strengths and localization. In proximal cells, the II1 enhancer and the *HBB* promoter formed contacts mostly concentrated over the *Hoxd8* to *Hoxd10* region (Fig. 6b, gray dashed box). However, even at this 5 kb resolution, we were not able to resolve if the contacts were being mediated by the II1 transcription factor binding sites or the *HBB* promoter, because both portions of the transgene are within the same *DpnII* restriction fragment (Fig. 6b, c). In distal limb bud cells, the contact dynamic was quite different. While the fragment containing the II1 enhancer and the *HBB* promoter continued to form the strongest contacts with the cluster, the region of highest contact had shifted from the 3′ end of *Hoxd8* to the 5′ end, and the robust contacts detected around *Hoxd10* in proximal cells had nearly disappeared (Fig. 6c). Overall, the contacts were more evenly distributed over the region extending from *Hoxd1* to *Hoxd9*, but they were excluded from the *Hoxd12* to *Hoxd13* region (Fig. 6c, gray dashed line).

The contacts between the II1 T-DOM transgene and the *HoxD* cluster changed between proximal and distal limb bud cells, exactly matching the distribution of active *versus* inactive chromatin in these two developmental contexts, respectively. In proximal limbs, the region of enriched contacts corresponded to a depletion in H3K27me3 marks and an enrichment in H3K27ac, which exactly matches the region of *HoxD* that is actively transcribed in proximal limb cells^22,33^. In distal limb cells, the contacts became more evenly distributed and correlated with the presence of H3K27me3, stopping abruptly within the H3K27ac-positive portion of *HoxD* cluster, before reaching *Hoxd13* and *Hoxd12* (Fig. 6c). Therefore, the II1 enhancer sequence, when recombined into T-DOM followed the spatial distribution of T-DOM proximal limb enhancers (Supplementary Fig. 6), even though it had no intrinsic proximal limb enhancer activity, as demonstrated by random transgenesis (Fig. 1c, Supplementary Fig. 1-1b, and Fig. 4d). Regardless of the context and the developmental time, when positioned into T-DOM, it never contacted the *Hoxd12* to *Hoxd13* region, which is the part of the cluster that this enhancer sequence normally contacts with the highest affinity in distal limb bud cells, nor did it influence in any way or in any cell type the chromatin structure that is normally found in T-DOM.

## Discussion

The importance and status of enhancer sequences have evolved considerably since their discovery^1^. Initially described as short non-coding sequences that can increase the transcription rate of a target gene at a distance and regardless of orientation, they are now known to modulate gene expression in many different ways^34^. Enhancers have particular importance for genes with specialized expression patterns, producing transcription in specific cell types and tissues, at precise times and quantities, either during development or subsequently^35^. These sequences are thought to have evolved along with the emergence of novel body structures, recruiting genes already functional elsewhere, to accompany or trigger the formation of these novelties^7^. In vertebrates, where multi-functionality is common for genes having important functions during development, enhancers have accumulated in the vicinity of transcription units, forming regulatory landscapes^3^ that sometimes extend over several megabases (see^2^). Within these landscapes, gene activation potential can be distributed across multiple enhancers^17,36^ often leading to functional redundancy between them or to more complex interactions^18,37^. Alternatively, enhancer sequences can be grouped together in a more compact manner, either to ensure a coordinated function, as exemplified by the *Globin* genes^38–40^, or to maximize transcription in a given cellular context such as the compact regulatory structure referred to as super enhancers^41,42^.

Enhancers are often embedded within TADs, which are regions where certain DNA–DNA interactions are favored while adjacent regions are excluded from the interaction space^4–6^. As illustrated at the *HoxD* locus, the genomic dimensions of TADs sometimes correspond to the extents of regulatory landscapes^22^, with TADs providing boundaries to the interaction space of enhancers within the three-dimensional organization of the genome. Consequently, TADs have been considered to be permissive structures augmenting enhancer and promoter interactions, while simultaneously providing borders that prevent enhancers from interacting with elements outside the TAD, and hence to regulate genes in an inappropriate manner^43,44^. In this view, however, the enhancer sequence is considered as a regulatory element that can explore and act within the nuclear space somewhat freely unless TAD borders are present to frame its realm of action. Alternatively, there may be some loci where the function of an enhancer sequence can be subordinated to the global chromatin context of a given TAD thus introducing a level of regulatory control derived from a large chromatin domain rather than by individual DNA sequences^22,36,45^.

The transfer of enhancer II1 into T-DOM may illustrate such a case, where a potent and highly penetrant enhancer sequence is inhibited precisely in those cells where it normally functions, by placing it within a global environment that is not operational in these cells. In its normal location among C-DOM enhancers, the II1 sequence is bound by HOX13 factors^24,25,30^, which are responsible for its strong activation potential as demonstrated here by the deletion of these sites in the transgenic context, which leads to the loss of *LacZ* staining in digit cells. When recombined into T-DOM, the II1 enhancer is silenced yet it still recruits HOX13 factors and hence its silencing cannot be attributed to the absence of the necessary activating factors. In fact, HOX13 factors are also bound to T-DOM whenever this TAD becomes inactive in distal limb cells and covered by H3K27me3 marks^24^, suggesting that the same factors may act in both a positive and a negative manner in different chromatin contexts.

One potential explanation for this observation is that HOX13 factors may function with more than one modality, depending on their context. On the one hand, these factors may bind to and activate an enhancer-reporter transgene in a sequence-specific manner, as many transcription factors do, leading to the pattern described herein and its absence in transgenes lacking the binding sites. On the other hand, both HOXD13 and HOXA13 proteins contain a large poly-alanine stretch^46^, which may potentially drive the formation of phase-separated globules by co-condensing with transcriptional co-activators/co-repressors, as shown for these and other genes^38,47^. It is thus possible that, due to their high content in bound HOX13 proteins, both C-DOM and T-DOM are used to form large transcription-hub condensates^18,38^, leading to a positive transcriptional outcome for C-DOM in distal limb cells, and a negative outcome for T-DOM, within the same cells, due to the inclusion of additional co-factors that are specific to each domain^48^. This latter explanatory framework would also account for why the deletion of the enhancer II1 in vivo had essentially no detectable effect upon transcription of target *Hoxd* genes in distal limbs, much like what was reported for C-DOM enhancers used for external genitals^18^ as well as in other comparable instances^37^. In both cases, removing a single component of the aggregate would not matter too much, whereas removing several related enhancers would then have a measurable impact.

This situation contrasts with those where a single enhancer is responsible for target gene activation, the deletion of which usually seriously impairs the structure (see e.g^49,50^.). However, the former mechanism would not preclude the capacity for a single distal limb enhancer to trigger *LacZ* expression, as illustrated either by the weak staining detected when II1 was relocated into T-DOM, or when a large deletion brought the *LacZ* reporter close to Island 1, following the fusion between parts of C-DOM and T-DOM.

The II1 enhancer was selected because it is one of the strongest and most penetrant distal limb cell enhancers reported thus far^27^, yet it was silenced when introduced into T-DOM. A related observation has been made for several native T-DOM limb enhancers, which have a strong proximal specificity when inside T-DOM, while they can work efficiently in distal cells as well when randomly integrated as transgenes^24^. The repression of T-DOM in distal limb cells is reflected by the presence of large arrays of H3K27me3 marks^22^, and it is thus possible that the recombined II1 enhancer was included in this negative chromatin domain. The analysis of the II1 T-DOM 320 line (Fig. 2c) suggests that this repression can be competed out by the presence of multiple copies of the enhancer-reporter construct, perhaps due to the formation of a particular sub-structure escaping the negative effect of T-DOM, or simply because of the accumulation of some transcription factors. While this line was not analyzed further due to technical difficulties associated with duplicated genomic sequences, it indicated that special attention should be given to copy number when interpreting results from transgenic experiments.

The negative effect of T-DOM over the II1 enhancer construct in*-cis* was further suggested by our flanking deletions analyses. The (Del II1-T-DOM-*Hnrnpa3*) telomeric deletion did not substantially change the weak distal staining of the transgene, yet it severely reduced expression in the proximal domain, showing that the most potent proximal enhancers were located in the deleted interval. In contrast, the (Del *Mtx2*-II1-T-DOM) centromeric deletion consistently had the opposite effect, with only a slight reduction of the activity in the proximal limb domain while distal expression was re-activated, thus mapping the main T-DOM region carrying the repressive effect between the gene cluster and the integration site of the enhancer-reporter construct. However, it was not assessed whether this reactivated distal *LacZ* staining is due to the II1 enhancer itself or to the de-repression of other T-DOM enhancers, which would then act on the *HBB* promoter due to the in-*cis* proximity.

Finally, the recombined II1 construct was able to specifically and rather strongly contact the *HoxD* cluster, in both proximal (when T-DOM is active) and distal (when T-DOM is inactive) limb bud cells. In these two instances, however, the contacts were distributed differently. In proximal cells, contacts were established with the specific part of the cluster that is heavily transcribed, following the behavior of other T-DOM located enhancers^22^. In this case, these interactions were not directly driven by CTCF, for the integration site was selected at a distance from such sites. The enhancer was likely included in a global structure interacting with specific *Hoxd* promoters and possibly supported by CTCF sites within both the gene cluster and T-DOM^51^. In distal cells, the interactions were less specific and likely reflected contacts between large H3K27me3 decorated chromatin segments^52,53^, as suggested by the absence of contacts with those genes heavily transcribed in distal cells. There again, the interaction profile of the II1 enhancer followed its new neighboring proximal enhancers.

Altogether, we conclude that in distal limb bud cells, the necessary decommissioning of all previously acting proximal enhancers is partly achieved -or secured- by a TAD-wide silencing mechanism, as illustrated by the appearance of large domains of H3K27me3^22,24^. This mechanism is potent enough to prevent the expression of one of the strongest distal limb enhancers, after its recombination within T-DOM. This silencing is partly alleviated when a large piece of flanking chromatin is removed, suggesting the importance of neighboring sequences within the TAD to achieve this effect. When this distal enhancer was introduced into the proximal limb TAD, it followed the interaction tropism of its new neighbor proximal limb regulatory landscape, yet could not escape its repressive effects in the distal limb, thus illustrating the potential of chromatin domains, in some cases, to impose another level of coordinated regulation on top of enhancer sequence specificities.

## Methods

### Animal work

All experiments were approved and performed in compliance with the Swiss Law on Animal Protection (LPA) under license numbers GE 81/14 and VD2306.2 (to D.D.). All animals were kept in a continuous back cross with C57BL6 × CBA F1 hybrids. The sex of the embryos was not considered in this study. Mice were housed at the University of Geneva Sciences III animal colony with light cycles between 07:00 and 19:00 in the summer and 06:00 and 18:00 in winter, with ambient temperatures maintained between 22 and 23 °C and 45 and 55% humidity, the air was renewed 17 times per hour.

### Genotyping

When samples were to be used directly for experiments, a rapid protocol was implemented: Yolk sacs were collected and placed into 1.5 ml tubes containing Rapid Digestion Buffer (10 mM EDTA pH8.0 and 0.1 mM NaOH) then placed in a thermomixer at 95 °C for 10 min with shaking at 900 rpm. While the yolk sacs were incubating, the PCR master mix was prepared with Z-Taq (Takara R006B) (see Supplementary Data 1 for genotyping primers) and aliquoted into PCR tubes. The tubes containing lysed yolk sacs were then placed on ice to cool briefly and quickly centrifuged at high speed. The lysate (1 μl) was placed into the reaction tubes and cycled 32× (2 s at 98 °C, 2 s at 55 °C, 15 s at 72 °C). Twenty microliters of the PCR reaction were loaded onto a 1.5% agarose gel and electrophoresis was run at 120 V for 10 min. Alternatively, when samples could be kept for some time, a more conventional genotyping protocol was applied; Tail Digestion Buffer (10 mM Tris pH8.0, 25 mM EDTA pH8.0, 100 mM NaCl, 0.5% SDS) was added to each yolk sac or tail clipping at 250 μl each along with 4 μl Proteinase K at 20 mg/ml (EuroBio GEXPRK01-15) and incubated overnight at 55 °C. The samples were then incubated at 95 °C for 15 min to inactivate the Proteinase K and stored at −20 °C until ready for genotyping. Genotyping primers (Supplementary Data 1) were combined with Taq polymerase (Prospec ENZ-308) in 25 μl reactions and cycled 2× with *T*_a_ = 64 °C and then cycled 32× with *T*_a_ = 62 °C.

### *LacZ* staining

Embryos were collected in ice-cold 1× PBS in a 12-well plate. They were then fixed for 5 min at room temperature in freshly prepared 4% PFA with gentle shaking on a rocker plate. After fixing they were washed three times in washing solution (2 mM MgCl_2_, 0.01% Sodium Deoxycholate, 0.02% Nonidet P40, and 1× PBS) for 20 min each at room temperature on a rocker plate. After approximately 1 h of washing, the wash solution was removed and replaced with staining solution (5 mM Potassium Ferricynide, 5 mM Potassium Ferrocynide, 2 mM MgCl2 hexahydrate, 0.01% Sodium Deoxycholate, 0.02% Nonidet P40, 1 mg/ml X-Gal, and 1× PBS). The plate was wrapped in aluminum foil and placed on a rocker plate overnight at room temperature. The following morning the staining solution was removed and the embryos were washed three times in 1× PBS and then fixed in 4% PFA for long-term storage. Images of embryos were collected with an Olympus DP74 camera mounted on an Olympus MVX10 microscope using the Olympus cellSens Standard 2.1 software.

### Whole-mount in situ hybridization (WISH)

Embryos were collected at E12.5 and processed following a previously reported WISH procedure^54^. Briefly, embryos were fixed overnight in 4% PFA at 4 °C. The following day they were washed and dehydrated through 3 washes in 100% methanol and then stored at −20 °C until ready for processing. Each sample was prepared with Proteinase K (EuroBio GEXPRK01-15) at 1:1000 for 10 min. Hybridizations were performed at 69 °C and post-hybridization washes were performed at 65 °C. Staining was performed with BM-Purple (Roche 11442074001). All WISH were performed on at least three biological replicates. Images of embryos were collected with an Olympus DP74 camera mounted on an Olympus MVX10 microscope using the Olympus cellSens Standard 2.1 software.

### RT-qPCR

Embryos were isolated from the uterus and placed into 1× DEPC-PBS on ice. The yolk sacs were collected for genotyping. The embryos were transferred into fresh 1× DEPC-PBS and the distal limb portion was excised, placed into RNALater (ThermoFisher AM7020), and stored at −80 °C until processing. Batches of samples were processed in parallel to collect RNA with Qiagen RNEasy extraction kits (Qiagen 74034). After isolating total RNA, first strand cDNA was produced with SuperScript III VILO (ThermoFischer 11754-050) using approximately 500 ng of total RNA input. cDNA was amplified with Promega GoTaq 2× SYBR Mix and quantified on a BioRad CFX96 Real Time System. Expression levels were determined by dCt (GOI–Tbp) and normalized to one for each condition by dividing each dCT by the mean dCT for each wild-type set. Supplementary Data 1 contains the primer sequences used for quantification. Box plots for expression changes and two-tailed unequal variance *t* tests were produced in DataGraph 4.6.1.

### CUT&RUN

Embryos were collected in ice-cold 1× PBS and yolk sacs were processed according to the rapid genotyping protocol described above. Embryos with the correct genotype were transferred to fresh PBS and dissected. The dissected tissue samples were transferred into 1× PBS containing 10% FCS and then digested with collagenase (see ATAC-Seq protocol below). For the HOXD13 and HOXA13 CUT&RUN, pools of cells from individual embryos were processed. All samples were processed according to the CUT&RUN protocol^55^ using a final concentration of 0.02% digitonin (Apollo APOBID3301). Cells were incubated with 0.5 μg/100 μl of anti-HOXD13 antibody (Abcam ab19866), 0.5 μg/100 μl of anti-HOXA13 (Abcam Ab106503) in Digitonin Wash Buffer at 4 °C. The pA-MNase was kindly provided by the Henikoff lab (Batch #6) and added at 0.5 μl/100 μl in Digitonin Wash Buffer. Cells were digested in Low Calcium Buffer and released for 30 min at 37 °C. Sequencing libraries were prepared with KAPA HyperPrep reagents (07962347001) with 2.5ul of adapters at 0.3uM and ligated for 1 h at 20 °C. The DNA was amplified for 14 cycles. Post-amplified DNA was cleaned and size selected using 1:1 ratio of DNA:Ampure SPRI beads (A63881) followed by an additional 1:1 wash and size selection with HXB. HXB is equal parts 40% PEG8000 (Fisher FIBBP233) and 5 M NaCl.

CUT and RUN libraries were sequenced paired-end on a HiSeq4000 sequencer and processed as in^26^, mapped either on mm10 or on the II1TDOM-542 mutant genome. The E11.5 whole-forelimb HOXA13 and HOXD13 ChIP-Seq datasets (SRR3498934 of GSM2151013 and SRR3498935 of GSM2151014) as well as E12.5 distal and proximal forelimb H3K27Ac and CTCF ChIP-Seq datasets (SRR5855214 of GSM2713703, SRR5855215 of GSM2713704, SRR5855220 of GSM2713707, and SRR5855221 of GSM2713708) were processed similarly to what has been previously published^56^. Adapter sequences and bad quality bases were removed with Cutadapt^57^ version 1.16 with options -a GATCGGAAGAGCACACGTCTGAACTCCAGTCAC -A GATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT -q 30 -m 15 (−A being used only in PE data sets). Reads were mapped with bowtie^58^ 2.4.1 with default parameters on mm10. Alignments with a mapping quality below 30, as well as discordant pairs for PE datasets, were discarded with samtools view version 1.8^59,60^. Coverage and peak calling were computed by macs2^61^ version 2.1.1.20160309 with options --bdg --call-summits --gsize ‘1870000000’, and -f BAMPE for PE. The HOX13 motifs where identified with findMotifsGenome.pl from the Homer tool suite^31^ using the narrowPeak of HOXA13 and HOXD13 ChIP as well as the third replicate of the HOXA13 and HOXD13 CUT and RUN with the option -size 50. The best motif of each of these four datasets was used to scan the sequence of the II1 enhancer. Four motifs were identified, for the three displayed in Fig. 3b, the logo of the motif giving the best score is shown.

### ATAC-Seq

Samples used for ATAC-Seq were processed following the original protocol. Cells were collected in 1× PBS on ice and yolk sacs were collected for each sample. Embryos were rapidly genotyped (see above) and those with the correct genotype were transferred to fresh 1× PBS and dissected. Tissue samples were transferred into 300ul 1× PBS containing 10% FCS on ice until ready for processing. To each sample, 8ul of collagenase (at 50 mg/ml, Sigma C9697) was added and tubes were placed in a Thermomixer at 37 °C with shaking at 900 rpm for approximately 5 min or until the samples were completely disaggregated. The samples were then placed into a centrifuge at 4 °C and centrifuged at 500 × *g* for 5 min. The supernatant was removed and cells were gently resuspended in ice-cold 1× PBS. The cells in each sample were counted with a Countess (ThermoFisher) using Trypan Blue and checked for viability >90%. The volume needed to contain 50,000 cells was determined and that volume was transferred to a new tube and centrifuged at 4 °C at 500 × *g* for 5 min. The supernatant was removed and the cell pellet was gently resuspended in lysis buffer then immediately centrifuged at 500 × *g* for 10 min at 4 °C. The lysis buffer was removed and the cell pellet was gently resuspended in 50 μl tagmentation mix (Nextera FC-121-1030) and then incubated at 37° in a thermomixer at 300 rpm for 30 min. The samples were then mixed with Buffer QG from the Qiagen MinElute PCR Purification kit (28004) and processed according to that protocol, and then eluted from the column in 11ul EB. Samples were stored at −20 °C until ready for library preparation. For library preparations, the samples were amplified with Nextera Index Primers (FC-121-1011) using NEBNext High-Fidelity 2× PCR Master Mix (M0541) and cycled 11 times. After PCR the reactions were cleaned first with the Qiagen MinElute PCR Purification Kit and then with AMPure XP beads (A63881) at a ratio of 1.8:1.0 followed by elution with 15 μl EB.

Adapter sequences and bad quality bases were removed with Cutadapt^57^ version 1.16 with options -a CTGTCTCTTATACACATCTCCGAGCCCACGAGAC -A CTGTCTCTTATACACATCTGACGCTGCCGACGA -q 30 -m 15. Reads were mapped with bowtie^62^ 2.4.1 with parameters -I 0 -X 1000 --fr --dovetail --very-sensitive on mm10 or on the II1TDOM-542 mutant genome. Alignments with a mapping quality below 30, discordant pairs, and reads mapping to the mitochondria, were discarded with bamtools version 2.4.1 [https://github.com/pezmaster31/bamtools]. PCR duplicates were removed with [http://broadinstitute.github.io/picard/index.html] version 2.18.2 before the BAM to BED conversion with bedtools^63^ version 2.30.0. Coverage and peak calling were computed by macs2^61^ version 2.1.1.20160309 with options --format BED --gsize 1870000000 --call-summits --keep-dup all --bdg --nomodel --extsize 200 --shift -100.

### Capture Hi-C

Samples used in the Capture Hi-C were identified by PCR screening embryos at E12.5 as described above. Collagenase-treated samples were cross-linked with 1% formaldehyde (ThermoFisher 28908) for 10 min at room temperature and stored at −80 °C until further processing. The SureSelectXT RNA probe design used for capturing DNA was done using the SureDesign online tool by Agilent. Probes cover the region mm9 chr2:72240000–76840000 producing 2× coverage, with moderately stringent masking and balanced boosting. Capture and Hi-C were performed as previously reported^64^. Sequenced DNA fragments were processed as previously reported but the mapping was performed on a mutant genome reconstructed from minion and Sanger sequencing (see below). A custom R (www.r-project.org) script based on the SeqinR package^65^ was used to construct a FASTA file for the mutant chromosome 2 from the wild-type sequence and the exact position and sequence of breakpoints.

Subtraction of matrices was performed with HiCExplorer^66–68^ version 3.6. Heatmaps were plotted using version 3.7 of pyGenomeTracks^66,69^.

### II1 TgN cloning and transgenesis

The II1 enhancer sequence (mm10 chr2:74075305-74075850) was amplified from the fosmid clone WI1-109P4 using primers 001 and 002 (Supplementary Data 1). The 001 primer contains a *XhoI* site and LoxP sequence followed by sequence to the II1 enhancer. The 002 primer contains at its 5′ end a *HindIII* site. This PCR product was gel purified with Qiagen Gel Extraction Kit (28704). The PCR fragment and the pSKlacZ reporter construct were digested with *XhoI* and *HindIII* and ligated together with Promega 2× Rapid Ligation kit (C6711) to produce pSK-II1-LoxP-*LacZ* construct. This vector (15 μg) was cut with *XbaI* and *XhoI* to release the enhancer-reporter construct. The digest was separated on a 0.7% agarose gel for 90 min. The 4190 bp fragment was excised from the gel and purified with Qiagen Gel Extraction Kit (28704) and eluted in 30 μl EB followed by phenol-chloroform extraction and ethanol precipitation and then the pellet was dissolved in 30 μl TE (5 mM Tris pH7.5, 0.5 mM EDTA pH8.0). DNA was injected at 3 ng/μl into pronuclei. Five founder animals were identified carrying the transgene by PCR. Four male founders with the transgene were put into cross with wild-type females and embryos were collected at E12.5 to test for *LacZ* staining. All four male founder lines (*LacZ*/40, 41, 44, and 46) produced distal limb staining but *LacZ*/40 was chosen for amplification of the breeding line due to high transmission of the transgene. For the assembly of the II1 Gfp TgN we used the same construction of the transgene as used for the II1 *LacZ* except that we cloned the GFP coding sequence from pCS2+:Gfp and inserted it using the NcoI and XbaI corresponding restriction sites between II1:HBB and the SV40 poly A signal.

### II1 T-DOM targeted insertion

The II1 TgN transgenic construct, outlined above, was used for the targeted insertion but homology arms (HA) were attached (Left HA: mm10 chr2:75268556–75269591, Right HA: mm10 chr2:75269617–75270665). The cloning vector was linearized with *KpnI*, separated on a 0.7% agarose gel for 90 min at 90 volts, then the 9.0 kb band was extracted and purified two times with Qiagen Gel Extraction kit (28704). The DNA was quantified by Qubit dsDNA and diluted to 5 ng/μl with IDTE (11-05-01-05). Wild-type fertilized eggs were injected with the construct and the supercoiled pX330 (Addgene #42230) expression vector containing the sgRNA sequence (r4g9: mm10 chr2:75269597–75269616). 

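The r4g9 target lies on chromosome 2 of mm10 (GRCm38) from 75269597 to 75269616, with its protospacer GCAGTGCGCCTAGTGACGGA on the minus strand, followed by the PAM CGG. Cas9 cuts 3 bp from the PAM, between 75269599 and 75269600. The guide had 1 exact match in the reference genome. The 60 bp of the plus strand around the target, from 75269577 to 75269636, read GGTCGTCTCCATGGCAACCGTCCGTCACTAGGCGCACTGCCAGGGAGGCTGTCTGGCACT. The arms of the construct, 1036 bp on the left (75268556 to 75269591) and 1049 bp on the right (75269617 to 75270665), leave 25 bp between them, AACCGTCCGTCACTAGGCGCACTGC. In the GENCODE M21 annotation both arms and the target lie in an intron of the lincRNA gene 2600014E21Rik. The nearest protein-coding genes are Mtx2, 391166 bp to the left, and Hnrnpa3, 389645 bp to the right, and Hoxd13 lies 597998 bp away. The left arm has a GC content of 38.6% and the right arm of 46.6%. The native II1 element, from 74075311 to 74075843 on the same chromosome, has a GC content of 36.4% and lies in no annotated gene, 592467 bp from Hoxd13 on the other side.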

Animals were genotyped (Supplementary Data 1) to identify founders, and then sequenced with minION (below).

### minION sequencing

Long-read sequencing was performed on the II1 T-DOM alleles (II1 T-DOM 320 and II1 T-DOM 542) following the nCATS protocol with minor changes^29^. Yolk sacs were isolated from embryos containing the II1 T-DOM transgene and digested with Tail Digestion Buffer (see above) and Proteinase K overnight at 55 °C with no shaking. The following day the samples were incubated at 95 °C for 10 min to inactivate the Proteinase K followed by ethanol precipitation and eluted in 200 μl of 10 mM Tris pH7.5. CRISPR guides (Supplementary Data 1) were designed in CHOPCHOP v3.0^70^ and synthesized as Alt-R RNAs by IDT. CRISPR crRNAs were duplexed with tracrRNAs according to the IDT protocol (Alt-R CRISPR-Cas9 System: In vitro cleavage of target DNA with ribonucleoprotein complex, version 2.2). 

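The nCATS guide SCS12 (ATTAAAACGTCGGAGACTCA) had 1 exact match in mm10, on the plus strand of chromosome 2 from 75260228 to 75260247 with the PAM AGG, which puts its cut between 75260244 and 75260245. SCS13 (AGATCGCAGCCACCCCACGA) matched once, on the minus strand from 75285297 to 75285316 with the PAM AGG, with its cut between 75285299 and 75285300. SCS14 (TGATTACGACCGCTCACGCG), which lies within the transgene, had 0 exact matches. In the 542 library, 2 alignments started within 50 bp of the SCS12 cut, both on the plus strand, and 7 started within 50 bp of the SCS13 cut, all on the minus strand, so that all of them ran towards the insertion site. In the 320 library, 0 alignments started at either cut. There, 9 alignments on the plus strand started between 75263013 and 75263019, and 4 on the minus strand started at 75286123. These positions lie at the ends of the insertion region that the Methods give. The protospacer that opens at the left end of that region, AATCTGACAGGCGCGTCGTA (75262998 to 75263017, plus strand, PAM GGG), would be cut between 75263014 and 75263015, 2 bp from the most frequent start. The protospacer 1 bp further left, GAATCTGACAGGCGCGTCGT (PAM AGG), would be cut between 75263013 and 75263014 and fits these starts as well. A protospacer at the right end, TCGCAATCAATGAGGCGACC (75286121 to 75286140, minus strand, PAM AGG), would be cut between 75286123 and 75286124, 0 bp from the 4 starts there. The paper's text does not name these 3 sequences as guides. Another 3 alignments of the 320 library, on the plus strand, started between 75286123 and 75286127 and ran away from the site.

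**Figure D2:**
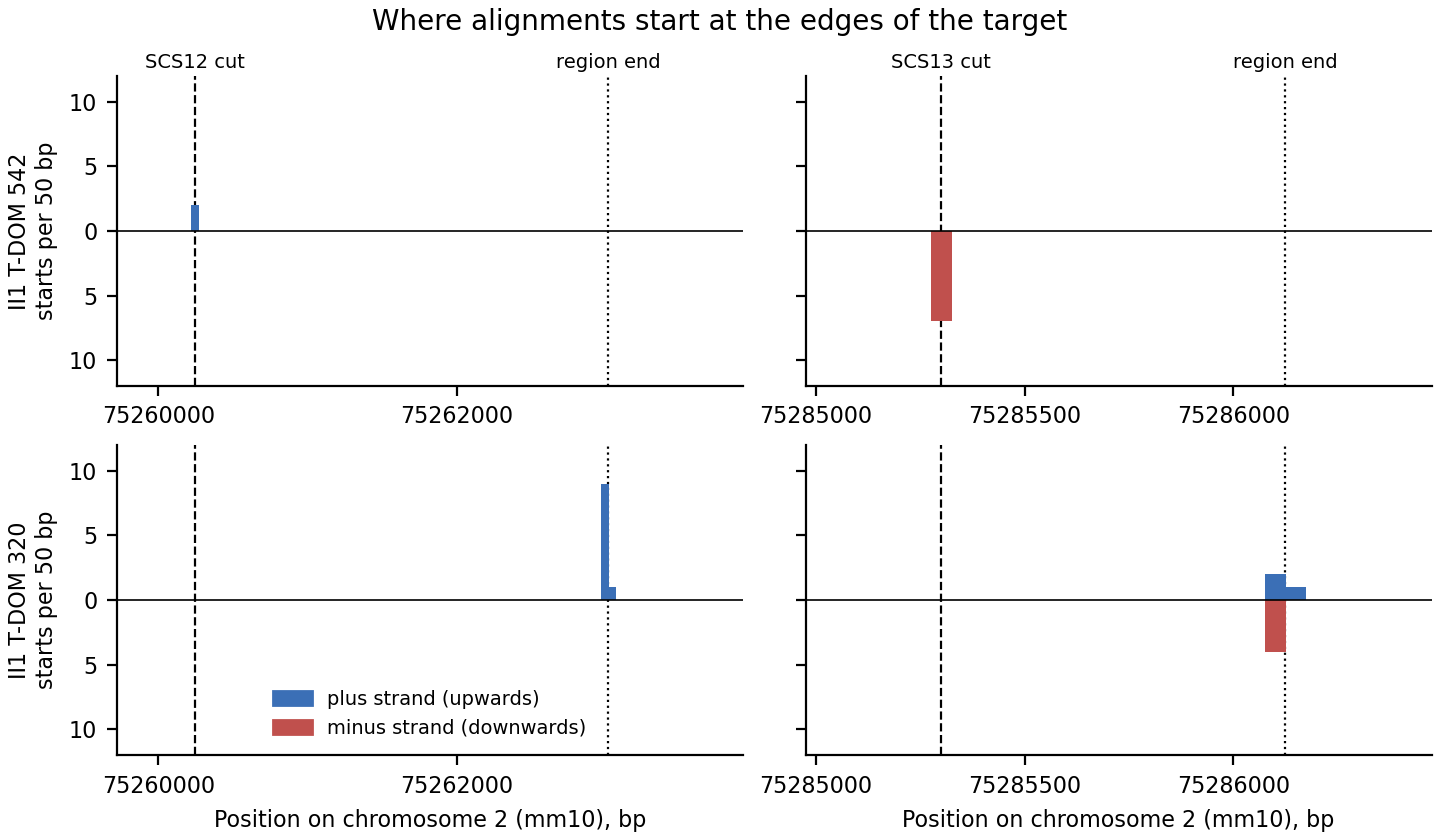
Number of alignments that start in each 50 bp of chromosome 2 (mm10) at the left and right edges of the target, in the II1 T-DOM 542 library (top) and 320 library (bottom). Bars point upwards for the plus strand and downwards for the minus strand, dashed lines mark the SCS12 and SCS13 cuts, and dotted lines the cuts of the protospacers at the region ends. The 542 starts sit at the dashed lines and the 320 starts at the dotted lines.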

Two master mixes of guide RNAs and Cas9 protein (1081059) were prepared (see Supplementary Fig. 2 for sequence and cutting locations with the locus map), containing either SCS-12 and SCS-13 or SCS-14. The gDNA (9 μg) from the yolk sac was dephosphorylated with NEB Quick CIP (M0510) for 10 min at 37 °C followed by 2 min at 80 °C to inactivate the CIP. The gDNA was split into two equal pools and each pool was then combined with the guide RNP master mixes to cut the gDNA for 30 min at 37 °C followed by 5 min at 72 °C. The samples were then A-Tailed and AMX adapters were ligated (Oxford Nanopore SQK-LSK109). The reactions were size selected with 0.3X Ampure SPRI beads (A63881) followed by two washes with Long Fragment Buffer and then eluted for 30 min in 15 μl EB. The DNA libraries were then prepared according to the Oxford Nanopore protocol for sequencing on a minION (ENR_9084_v109_revP_04Dec2018). The sequencing ran for approximately 24 h and was stopped for processing after all nanopores were depleted.

Bases were called from the fast5 files using Guppy base-caller (Oxford Nanopore Technologies) for CPU version 5.0.16 + b9fcd7b. Reads were mapped on mm10 with minimap2^71^ version 2.15 with parameter -ax map-ont. 

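Of the deposited alignments, 81.2% in the 542 library and 90.6% in the 320 library had a mapping quality of 30 or more. Some reads were listed more than once. In the 542 library 127 reads had several alignments each, 687 in all, and in the 320 library 309 reads had 943. An alignment table does not say which of these are supplementary, that is, further pieces of a split read. Within the II1 region (chromosome 2, 74073413 to 74076528), the 542 library had 0 of its alignments, which allows a share of up to 0.0711% at that depth. The 320 library had 7 alignments of 5 reads there (0.0831%, 95% Clopper-Pearson interval 0.0334 to 0.171%), each with a mapping quality of 60. All 7 lay within the cloned element extended by 50 bp, and 0 ran on into the sequence around native II1. The share of alignments on the element that lie within it could not be compared between the libraries by Fisher's exact test, since the 542 library had no alignment on the element. With only alignments of 1000 bp or more, or only the longest alignment of each read, the 320 share became 0.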

Only primary alignments were kept with samtools view version 1.10^59,60^ and reads mapping to II1 (mm10:chr2:74073413-74076528) or to the insertion region (mm10:chr2:75262998–75286118) were further analyzed. Read sequences were compared to the wild-type genome, the expected mutant genome as well as the sequence of the cloning vector using a Perl script as in ref. ^72^ with the following modification: 20 bp of the MinION reads were tested against the reference for 5 bp-sliding windows and only 20-mers completely identical to unique 20-mers in the reference were kept. The output was then processed in R (www.r-project.org) to display dot plots. The in-depth analysis of reads for allele 320 allowed to propose a configuration that would match all reads containing in total four times the II1-*LacZ* construct.

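The 6 reads named in Supplementary Fig. 2b and 2c, 1 of the 542 allele and 5 of the 320 allele, were found in the library of their own allele. The shorter 542 reads that the figure draws in grey are not named and were not looked up. Those named for the 320 allele each had several alignments, in contrast to the 542 read, which had 1. Of the 5 reads of the 320 allele, 3 had the same layout of 3 alignments on the plus strand, a left part that stopped at 75269592, a piece of the II1 element, and the right arm. A further read had 5 alignments, all on the minus strand, with 2 pieces of the left arm, 2 of the right arm and 1 of II1. The longest layout had 12 alignments and 25999 aligned bases, with 3 pieces of the left arm, 4 of the right arm, 3 of II1 and 2 that lay outside or ran past the arms. On the plus strand were 3 of the 12 and on the minus strand 9. An alignment table does not give the order of the pieces along a read. The paper reasoned from the sequences of these reads, matched in short identical words to the wild-type genome, the expected mutant genome and the cloning vector, and proposes a tandem array from their overlaps.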

### Del II1 TFBS TgN cloning and transgenesis

The enhancer constructs with mutations (Fig. 4c) in the transcription factor binding sites were constructed in silico and synthesized by TWIST Bioscience (San Francisco, CA). The enhancer sequences are available in Supplementary Data 1. The enhancer sequences were synthesized with *BglII* and *AgeI* restriction sites at the 5′ and 3′ ends respectively. The mutant enhancer sequences (Del 2 × 13 and Del 3 × 13) were restriction digested along with pSKlacZ and ligated together with Promega 2X Rapid Ligation kit to produce pSK-II1Del2X13lacZ and pSK-II1Del3X13lacZ. The enhancer-reporter fragments were released from the vector with *BglII* and *XhoI* and purified as above. Pro-nuclear injections were performed by the transgenic platform of the University of Geneva, medical school (CMU). Embryos were collected at approximately E12.5 and stained for *LacZ*.

### Deletions of transcription factor binding sites within T-DOM in vivo

Guide sequences were selected from the UCSC mm10 genome browser track CRISPR/Cas9 -NGG Targets. The crRNA Alt-R guides were synthesized by IDT. Males homozygous for the II1 T-DOM 542 allele were crossed with super-ovulated wild type females (BL6XCBA-F1) and fertilized eggs were collected. The embryos were electroporated with CRISPR guides (12 μg of each guide) and TrueCut Cas9 v2 protein (Thermo Fisher A36497) with a NEPA21 (NEPA GENE Co. Ltd, Chiba, Japan) and then reimplanted into surrogate females. Embryos were collected at E12.5. Yolk sacs were digested and the II1:*HBB:LacZ* transgene was PCR amplified and Sanger sequenced to identify transgenic embryos containing the mutagenized enhancer element. Embryos that were mosaic for the mutation were not included in this analysis. The embryos were *LacZ* stained (see above) at 37 °C for 16 h, washed in PBS and post-fixed, then stored in 70% ethanol for photographing.

### Generation of Del *Mtx2*-II1-T-DOM and Del II1-T-DOM-*Hnrnpa3* alleles in vivo

The same methodology was used for this experiment as in the Del II1 T-DOM TFBS experiment above. The sequences for CRISPR guides used in this experiment are listed in Supplementary Data 1. The embryos were genotyped for the presence of the deletion using primers in Supplementary Data 1. Embryos with ambiguous genotyping results were not used in these results.

### Targeted insertion of Del 3 × 13 and *HBB*:*LacZ* transgene in T-DOM of ESCs

The two targeted insertions of control transgenes into T-DOM, genetic editing, and cellular culture were performed as previously reported (Supplementary Fig. 4-2)^73,74^. The guide sequence (r4g9, Supplementary Data 1) was cloned into pX459 vector from Addgene (#62988) and 8ug of the vector was used for mESC transfection. The pX459 vector was co-transfected with 4ug of the vector containing one of the two transgene cassettes. The two transgene cassettes (Del 3 × 13 and HBB:LacZ) contain the same vector backbone with the HBB promoter, LacZ gene, and SV40 polyA signal and homology arms used to target the r4 region of T-DOM (mm10 chr2:75269597-75269616). This is the same insertion site as the II1 T-DOM 542 and 320 alleles. The Del 3 × 13 contains the II1 enhancer element but with the three HOX13 binding sites removed (see Fig. 4c, d). The HBB:*LacZ* transgene is the same but does not contain any portion of the II1 enhancer element so that it is strictly an enhancer sensor in the T-DOM. These constructs were co-transected into G4 mESCs obtained from the Nagy laboratory^75^. After genotyping to confirm the insertion, the desired mESCs were thawed, seeded on male and female CD1 feeders, and grown for 2 days before the aggregation procedure. ESCs were then aggregated with tetraploid (C57Bl6J × B6D2F1) morula-stage embryos and let developed until blastula prior to transfer into CD1 foster females by the transgenic mouse platform at the University of Geneva Medical School^76^.

### Statistics and reproducibility

ATAC-Seq and HOXA13 and HOXD13 CUT&RUN experiments in Fig. 1a were performed twice on pools of limb tissue from several embryos coming from different litters. The LacZ stained II1 TgN was performed on dozens of individual embryos. In situ hybridizations in Fig. 1c for *Hoxa13* and *Hoxd13* were performed on three wild-type embryos for each probe. The II1 Gfp embryos in Supplementary Fig. 1-1b are a stable breeding line so dozens of embryos were evaluated. The in situs in Supplementary Fig. 1-2b were performed on three different embryos of each genotype and for each probe. In Fig. 2b, c, LacZ staining was performed on dozens of embryos of each genotype and across developmental stages. In Fig. 3a, ATAC-Seq, HOXA13 and HOXD13 CUT&RUN experiments were performed twice, on separate pools of limb tissue from several embryos coming from different litters. One replicate is plotted as a solid color histogram, and the second replicate is plotted as a dark gray line in the same panel. In Fig. 4b, dozens of control embryos were stained for LacZ (II1 T-DOM control). Embryos injected with g2 + g3 with altered staining and confirmed genotypes, *n* = 13, *n* = 16 for g2 + g6 embryos, and *n* = 6 embryos containing the large deletion Del C-T g2 + g6. See images in Supplementary Fig. 4-1. The number of embryos used for Fig. 4d is indicated in the table in that panel. Also, see Supplementary Fig. 4-2. All of the embryos used for Fig. 5b, c are shown in Supplementary Fig. 5, *n* = 6, *n* = 5, *n* = 5, and *n* = 6 for each confirmed genotype. Capture Hi-C experiments in Fig. 6 were performed on a single pool of tissue from several embryos of the same genotype.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional Supplementary File

Supplementary Dataset 1

Supplementary Dataset 2

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. All sequencing data generated in this study have been deposited in the Gene Expression (GEO) database under accession code GSE194114. Datasets from previous publications include: GSM2061123, GSM2061125, GSM2151013, GSM2151014, GSM2713703, GSM2713704, GSM2713707, GSM2713708. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Context-dependent enhancer function revealed by targeted inter-TAD relocation
**Source:** Nat Commun. 2022 Jun 17;13:3488. doi: 10.1038/s41467-022-31241-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for:**

**Context-dependent enhancer function revealed by  
Targeted inter-TAD relocation**

Christopher Chase Bolt, Lucille Lopez-Delisle, Aurélie Hintermann, Bénédicte Mascrez,  
Antonella Rauseo, Guillaume Andrey, and Denis Duboule

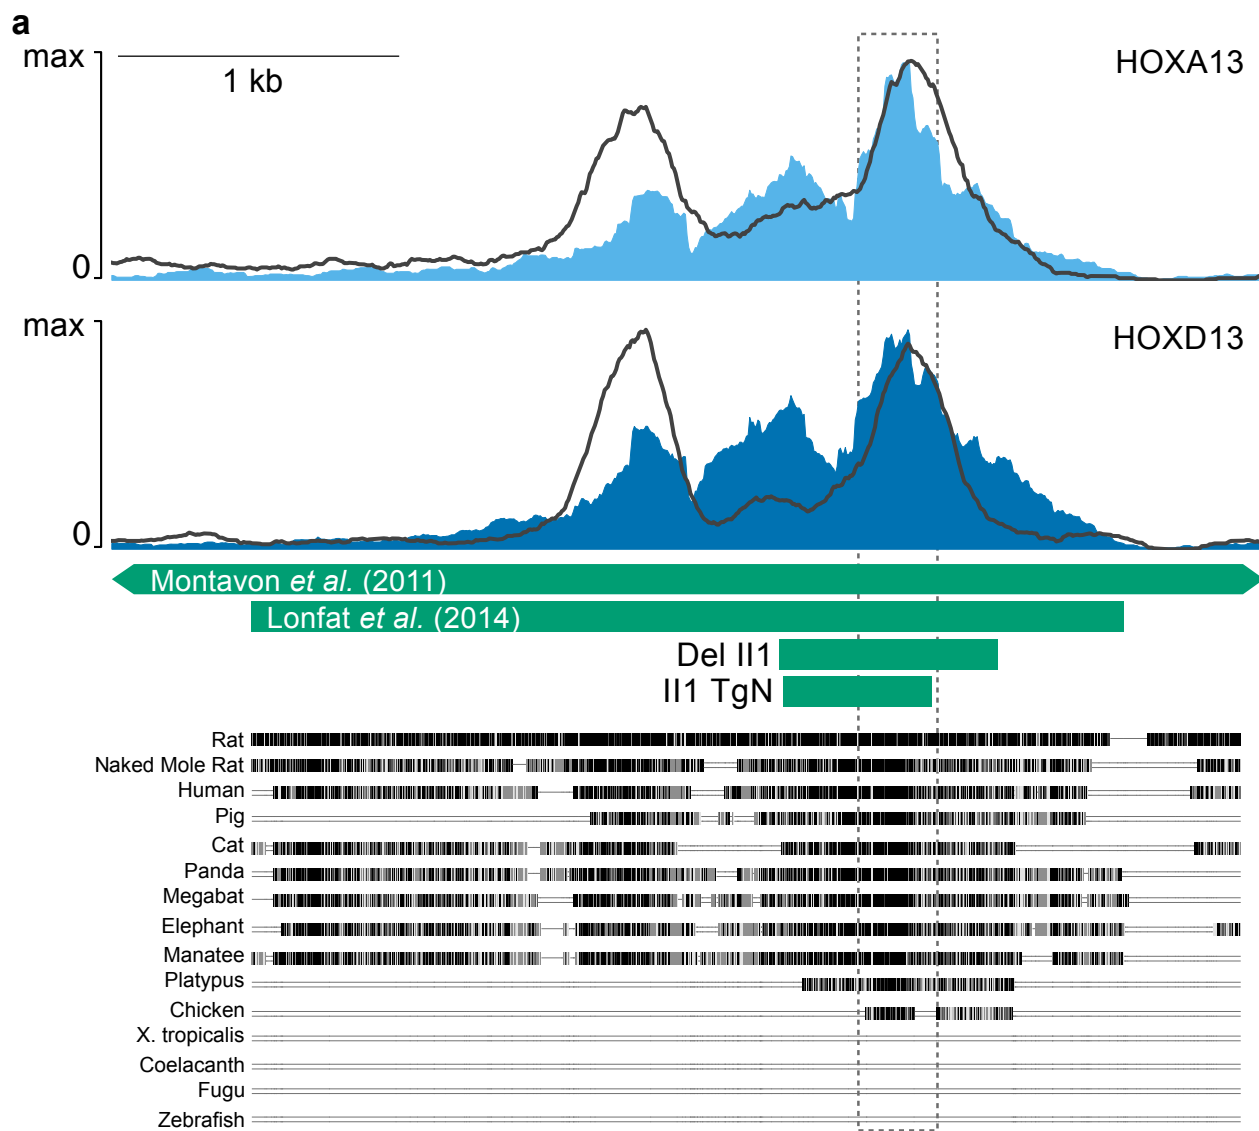

**b**

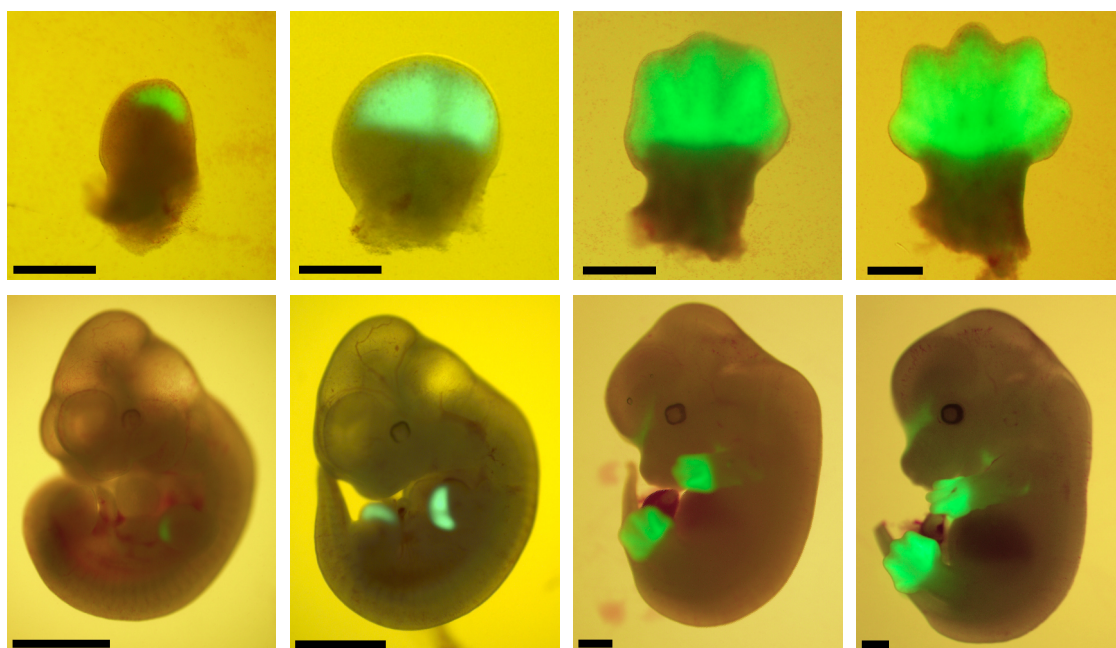

Supplementary Figure 1-1

**Supplementary Figure 1-1. Expression specificity of the distal limb II1 enhancer during limb bud development.** **a.** Magnification of the C-DOM Island II region of the binding profiles of both the HOXA13 (top) and HOXD13 (bottom) transcription factors by CUT&RUN, using E12.5 wildtype distal forelimb cells. The profiles indicated by the dark grey lines are from ChIP-seq using E11.5 whole limb buds<sup>25</sup> and are shown for comparison. The green bars below indicate the regions described as Island II in<sup>17</sup> or in<sup>27</sup>. The Del II1 shows the region deleted in this work (see Supplementary Figure 1-2) and the II1 TgN delineates the transgene used in panel b. Below the genome tracks are the various levels of DNA sequence conservation, showing the presence of the II1 enhancer sequence in amniotes only (vertical dashed rectangle). **b.** Dynamic of the *GFP* fluorescence pattern produced by the II1:*HBB*:*Gfp* (II1 TgN) enhancer reporter transgene from early day E10 to day E13.5, showing high specificity for distal limb cells and the absence of any detectable staining in proximal cells. The II1 enhancer DNA sequence used in front of the *GFP* reporter system was identical to that used in front of the *LacZ* reporter transgene (Figure 1). Scale bars are 0.5mm.

**a**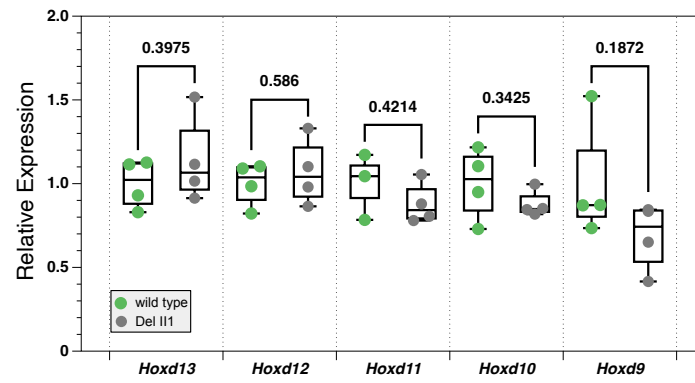**b**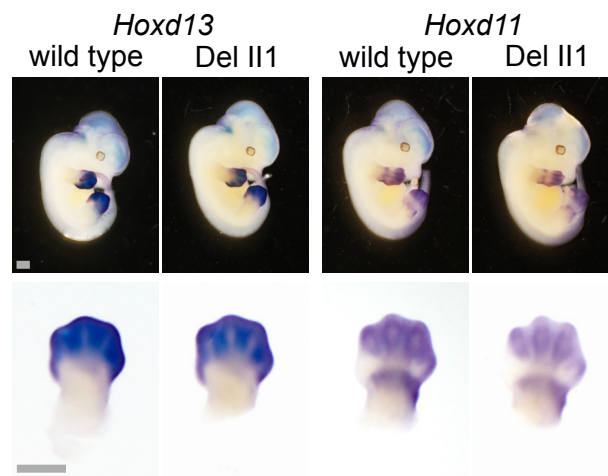

**Supplementary Figure 1-2. Deletion of the II1 enhancer does not alter *Hoxd* gene expression in the distal limb bud cells.** **a.** RT-qPCR for several *Hoxd* genes using distal forelimb bud cells from E12.5 wild type and homozygous Del II1 mutant specimen. Sample size for each genotype was four pairs of distal forelimb tissue. Embryos were from more than one litter. Box plots are interquartile range, whiskers indicate minimum and maximum values. P-values were determined by two tailed Welch's unequal variances t-test. No significant difference in expression was detected for any *Hoxd* genes in the absence of the II1 enhancer. Source data are provided as a Source Data File. **b.** Whole-mount *in situ* hybridizations for *Hoxd13* and *Hoxd11* in embryos homozygous for the II1 enhancer deletion also show no change in their expression domains when this enhancer is deleted from C-DOM. Scale bars are 0.5mm.

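The source data of the RT-qPCR give the quantification cycle (Cq) of each well, with 3 wells per gene and embryo on 2 plates, of which 6 wells had no value. Expression was taken as 2 to the power of the negative difference between the mean Cq of the gene and that of Tbp, the reference gene, in the same embryo on the same plate, and divided by the mean of the wild type. These are therefore the paper's measurements, tested again here. In distal forelimb buds of homozygous Del II1 embryos, Hoxd13 was at 1.14 ± 0.264 (SD, n = 4), against 1 ± 0.145 (SD, n = 4) in the wild type (two-sided exact permutation test, p = 0.514). Hoxd9 was lowest, at 0.686 ± 0.201 (SD, n = 4) against 1 ± 0.354 (SD, n = 4) in the wild type (same exact test, p = 0.143). Hoxa13 was highest, at 1.33 ± 0.338 (SD, n = 4; exact p = 0.114). Hoxd10 was at 0.878, Hoxd12 at 1.07 and Hoxd11 at 0.880, with exact p between 0.343 and 0.600. For Hoxd11, 1 wild-type embryo had no value, which left n = 3. After Benjamini-Hochberg adjustment over the 6 genes the lowest adjusted p of the exact test was 0.429. With 4 embryos against 4 the smallest p this exact test allows is 0.0286, and with 3 against 4 it is 0.0571. Without the first Del II1 embryo, Hoxd12 fell to 0.982, on the other side of the wild type. The paper states that no difference was significant for the Hoxd genes.

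**Figure D3:**
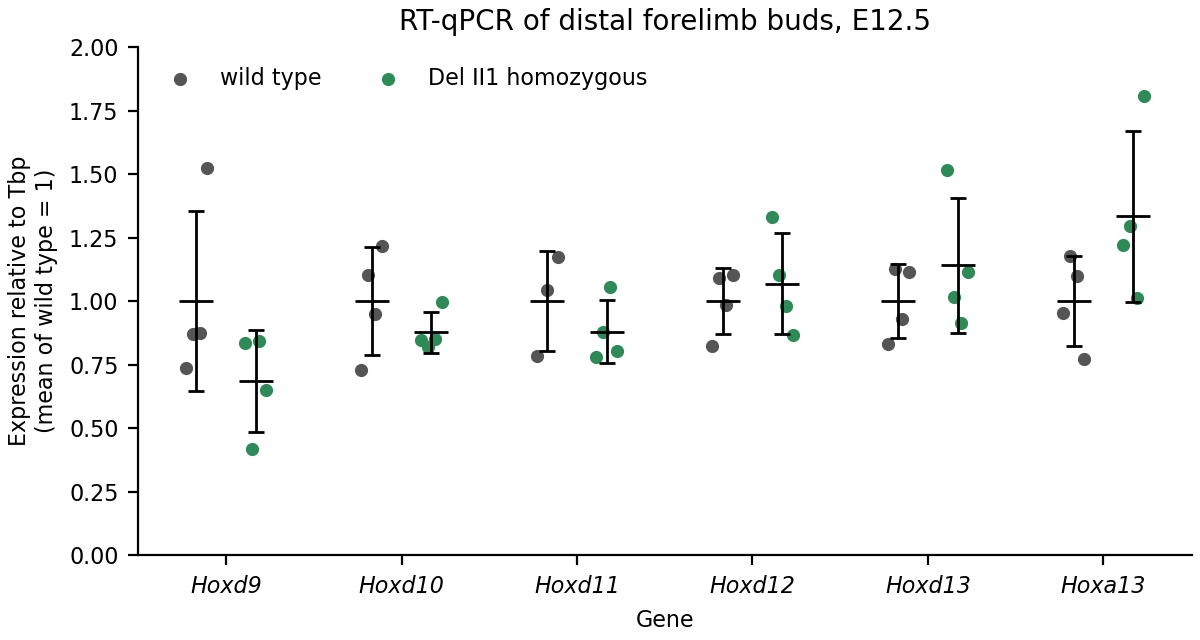
Expression of 6 Hox genes relative to Tbp in distal forelimb buds at E12.5, scaled so that the wild-type mean of each gene is 1. Each point is 1 embryo, and the bars give the mean and SD. The points of both genotypes overlap for every gene.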

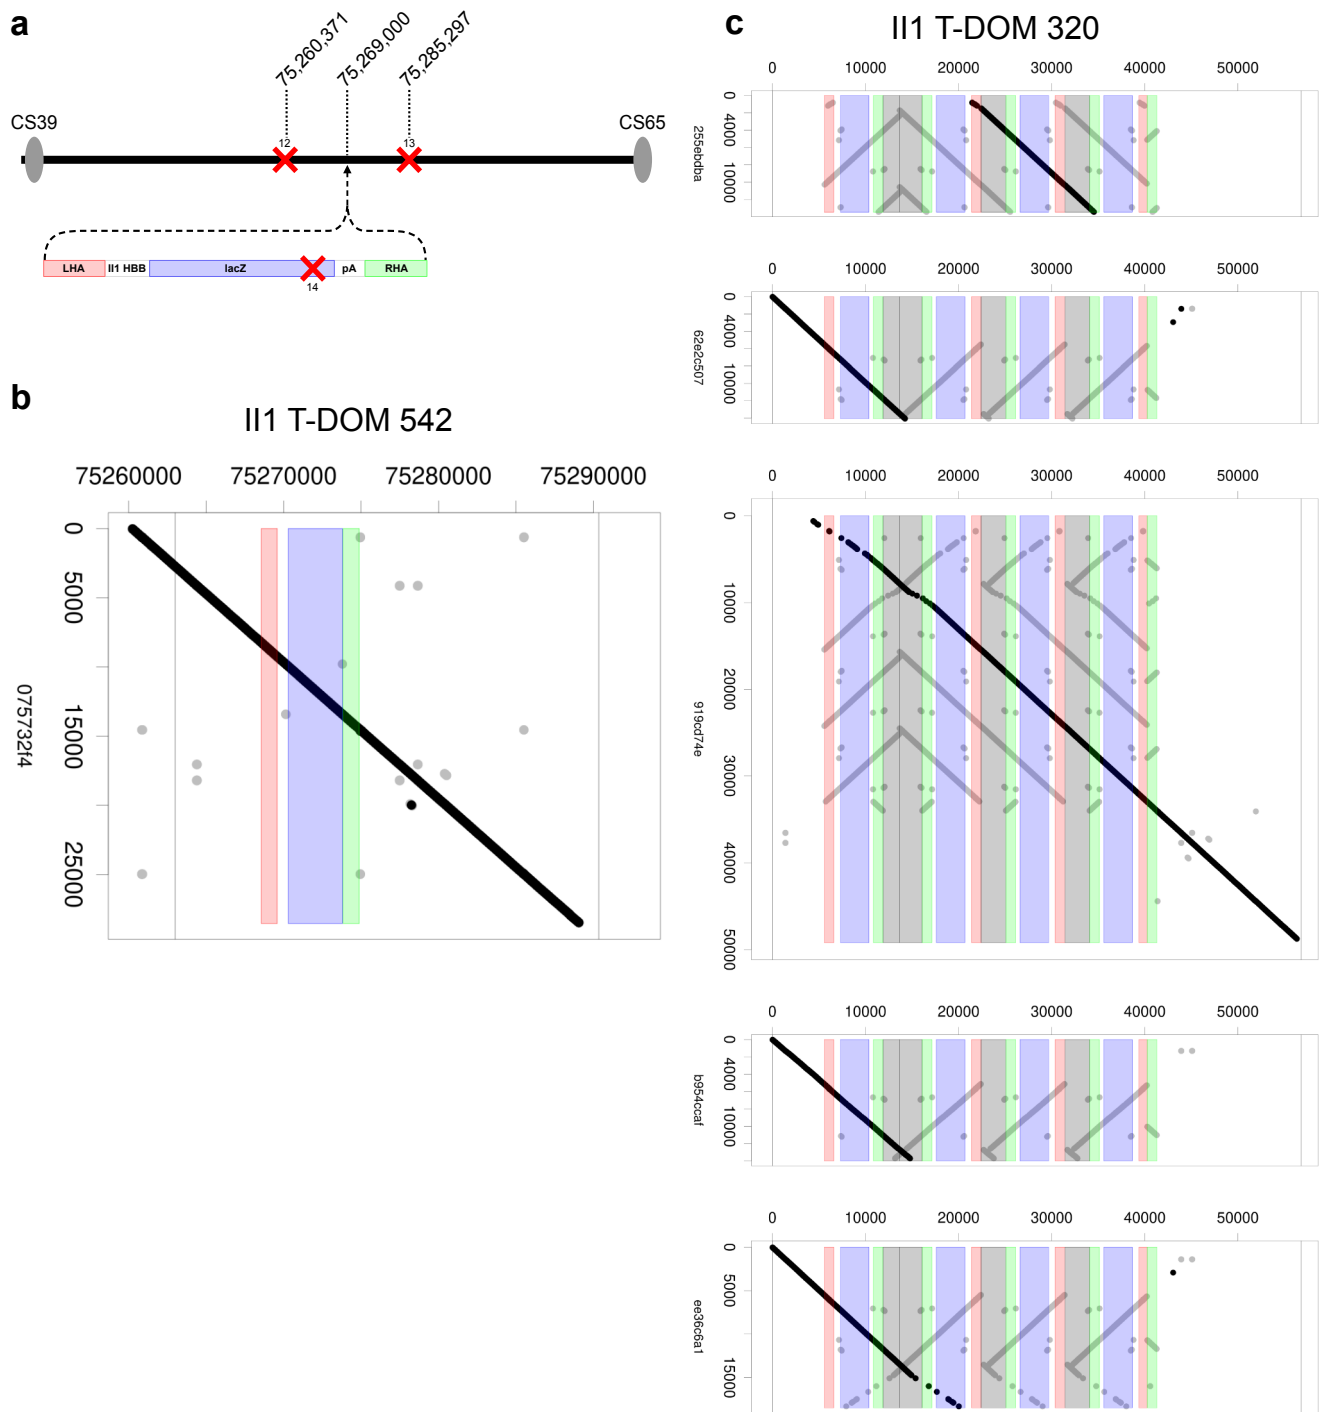

Supplementary Figure 2

**Supplementary Figure 2. Long-read sequencing of the genomic structure after targeted insertion.** **a.** Map of the T-DOM after homologous recombination of the II1:*HBB:LacZ* enhancer-reporter transgene, indicating the location of CRISPR guides used in the nCATS protocol for enrichment of sequencing reads <sup>29</sup>. The red crosses indicate the location of the CRISPR cutting guide (see Supplementary Data 1). Two guides were used outside the II1 transgene (SCS12 and 13) and one guide within the II1 transgene (SCS14). Below the map of the CRISPR cutting position is a map of the transgene construct. The colors indicated for different portions of the construct match to the sequencing alignments below. **b.** Dotplot maps of sequencing reads recovered from the II1 T-DOM 542 allele and showing a clear one-copy recombination at the expected site. The x-axis is the position along the mutant II1 T-DOM 542 chromosome and the values on the y-axis represent the base pair position of the transgene. Each circle represents a 20bp alignment (see methods) so multiple adjacent 20bp matching reads appear as a line. The best matching read is drawn in black, while shorter reads are drawn in grey. **c.** Dotplot maps of five sequencing reads recovered from the II1 T-DOM 320 allele, showing insertion of multiple copies.

**a**

Del TFBS

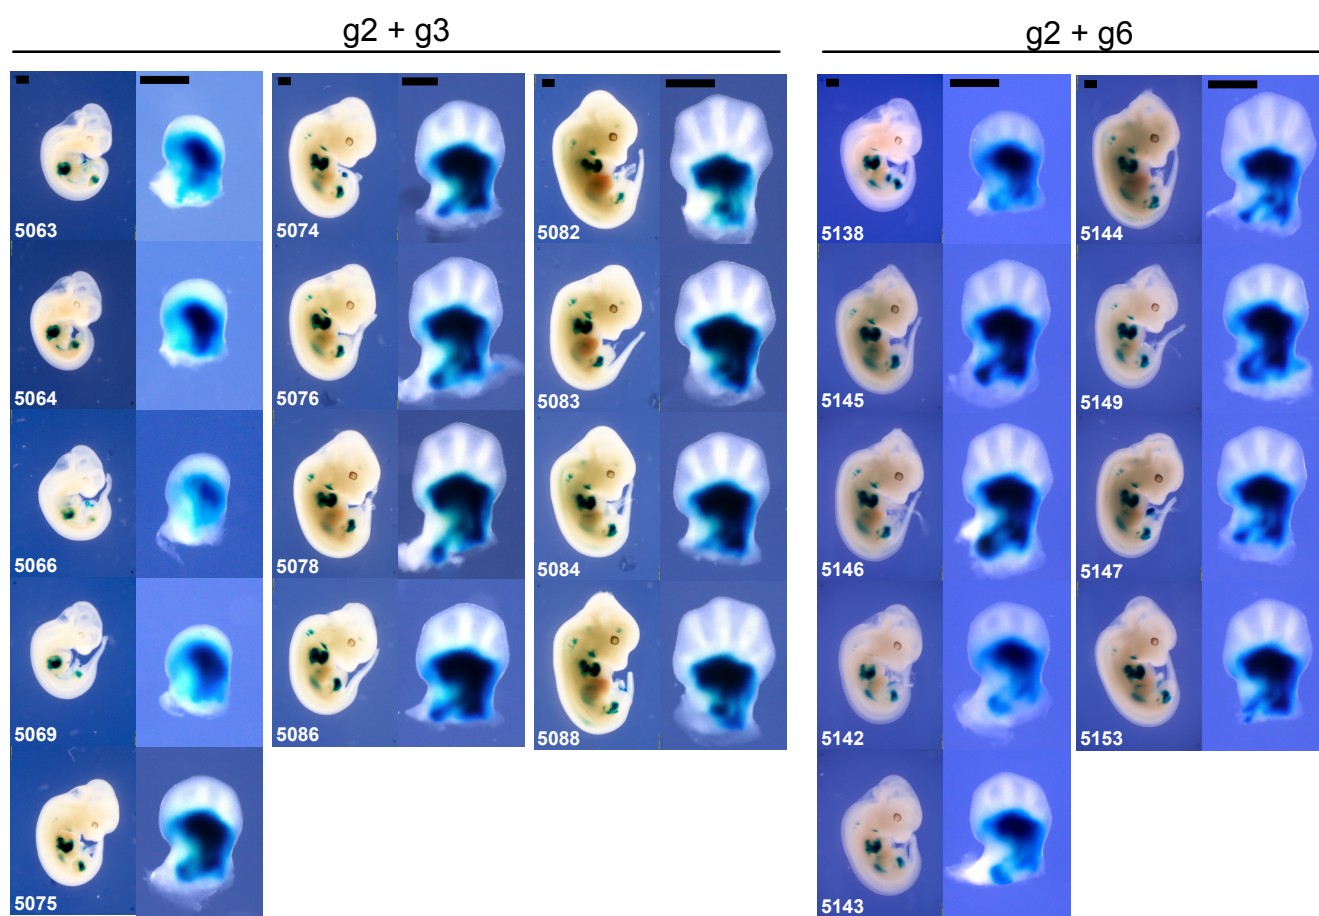

**b**

Del C - T

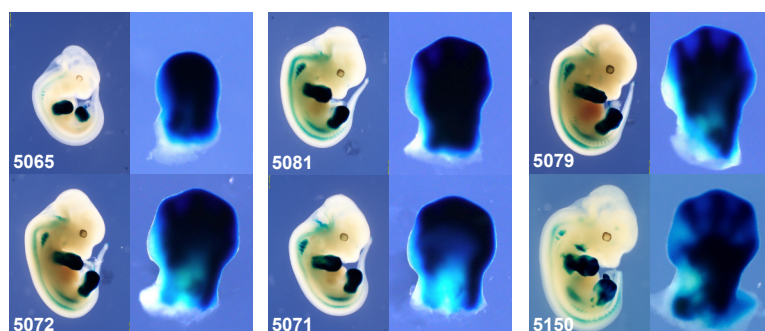

**c**

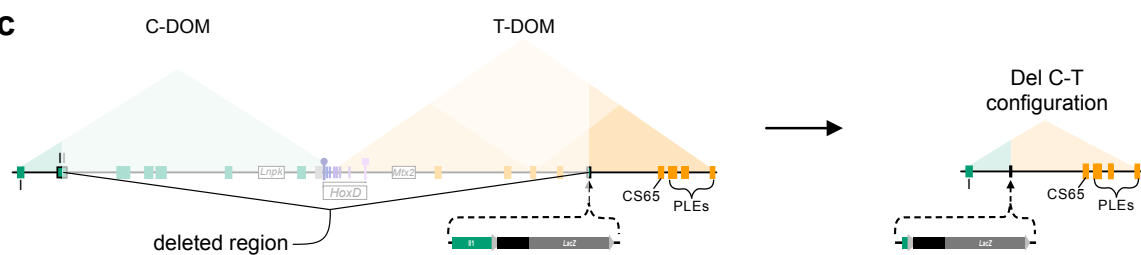

Supplementary Figure 4-1

**Supplementary Figure 4-1. Photos of all embryos containing the deletions of the HOX13 binding sites present in the II1 enhancer-reporter construct targeted into T-DOM.** Individual embryos are numbered. Embryos #5083 and #5146 are already shown in Figure 4b, but are reproduced here for easier comparison. **a.** The g2 + g3 and g2 + g6 deletions removed only binding sites within the II1 enhancer. **b.** Staining of embryos containing the Del C-T deletion. These embryos are positive in both proximal and distal limb bud cells. Embryo #5150 is already shown in Figure 4b but is added here for comparison. **c.** Schematic of the Del C-T deletion. The Del C-T created a large deletion fusing parts of T-DOM and C-DOM due to the presence of the sequence targeted by the guides RNAs on both native (C-DOM) and transgenic (T-DOM). After deletion, the II1 *LacZ* reporter transgene is flanked by a centromeric distal limb enhancer (green) and several telomeric proximal enhancers (CS65, PLEs, orange), thus accounting for its expression in both limb domains. Scale bars are 0.5mm.

### Il1 TgN ctrl

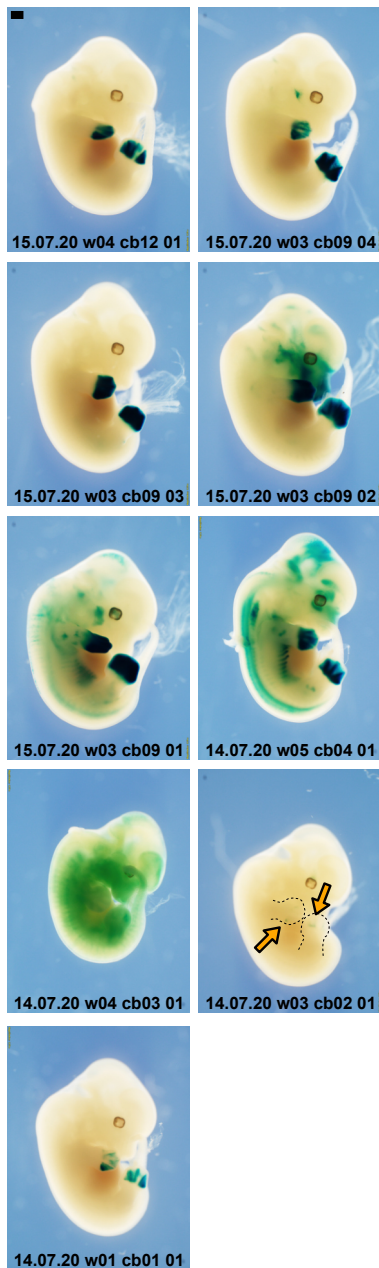

### Del 2x13

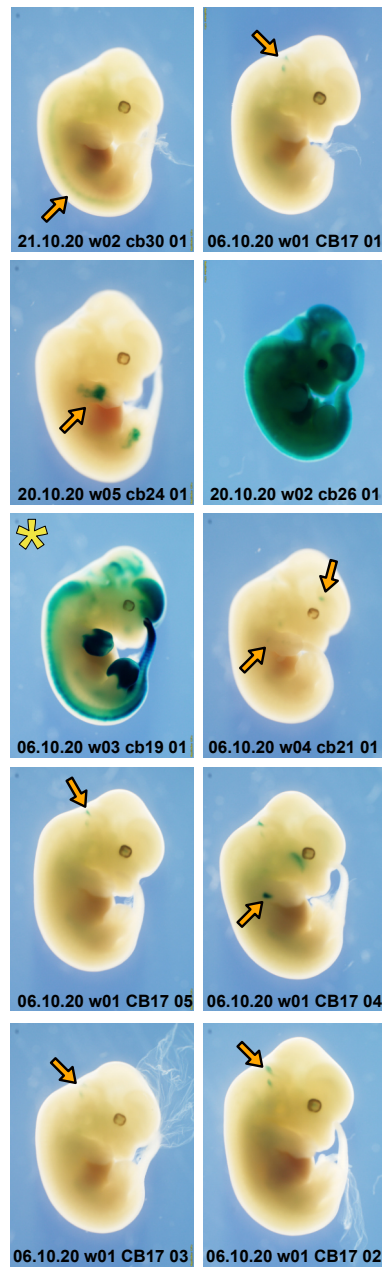

### Del 3x13

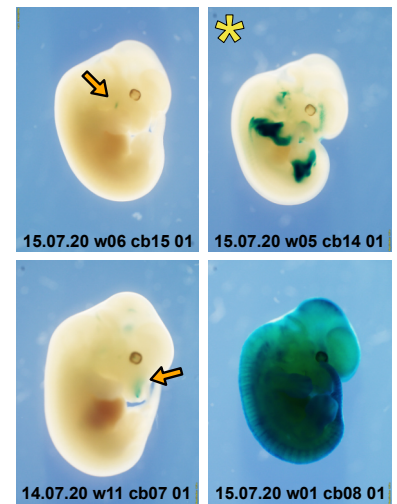

**Supplementary Figure 4-2. Photos of randomly integrated transgenic embryos stained for *LacZ* expression when HOX13 binding sites were deleted from the II1 enhancer.** The left two columns (II1 TgN ctrl) are control embryos containing the entire II1 enhancer sequence. The two columns in the center (Del 2x13) show stained embryos containing the II1 enhancer element lacking the two centromeric HOX13 binding sites (see Figure 4a, c). The two columns in the right (Del 3x13) show stained embryos lacking all three HOX13 binding sites. The orange arrows indicate the location of *LacZ* staining when it is not detected in the distal limb buds. The unique embryo ID is shown at the bottom of each picture. The three embryos # cb09 04, cb17 05 and cb15 01 are those also displayed in Figure 4d. There are reproduced here for easier comparison. The two outlier embryos showing staining in distal limb cells are shown with a yellow asterisk. Scale bars are 0.5mm.

**a** Del 3x13 T-DOM

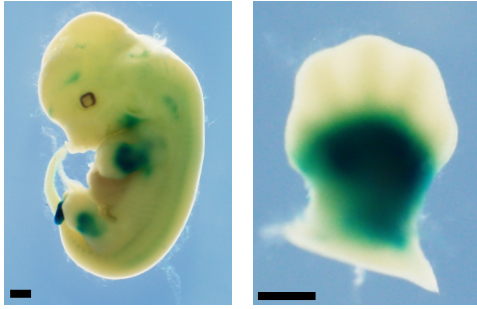

**b** *HBB:lacZ* T-DOM

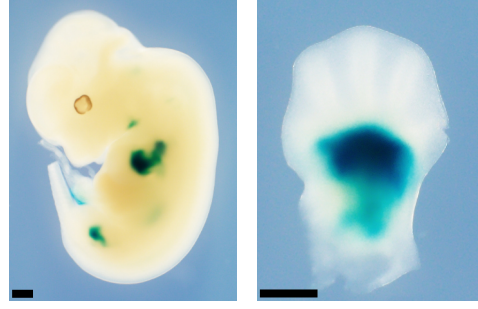

**Supplementary Figure 4-3. *LacZ* staining pattern in control transgenes inserted into T-DOM.** **a.** The *LacZ* staining in a control embryo containing the Del 3x13 variant of the II1 enhancer. This variant contains the same targeting construct as the II1 T-DOM 542 allele, but the II1 enhancer has been replaced with the same variant used to produce the randomly integrated Del 3x13 (Figure 4d). The staining is very strong in the proximal limb and completely absent in the distal limb. This corroborates the observation from Figure 4, that the three HOX13 binding sites in II1 are necessary for the distal limb staining either as a randomly integrated transgene or a targeted insertion transgene in the T-DOM. **b.** The *LacZ* staining in a control embryo that does not contain the II1 enhancer element. This transgene contains the same targeting construct as the II1 T-DOM 542, but without the enhancer. The staining is very strong in the proximal limb and completely absent in the distal limb. Scale bars are 0.5mm.

**a**Del *Mtx2-II1-T-DOM*  
wt chrom.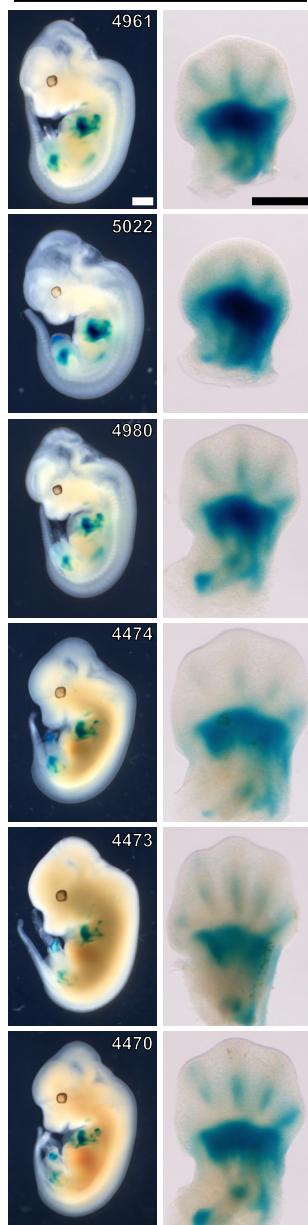Del *Mtx2-II1-T-DOM*  
*II1-T-DOM* chrom.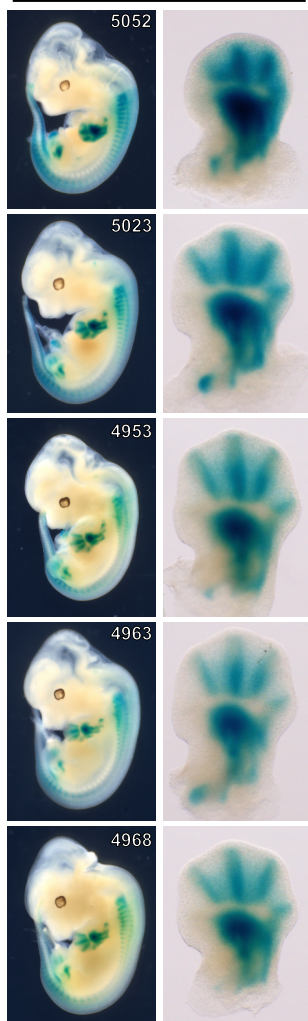**b**Del *II1-T-DOM-Hnrnpa3*  
wt chrom.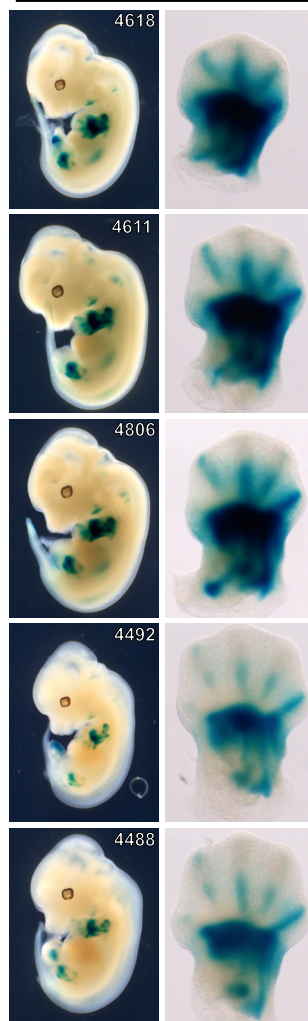Del *II1-T-DOM-Hnrnpa3*  
*II1-T-DOM* chrom.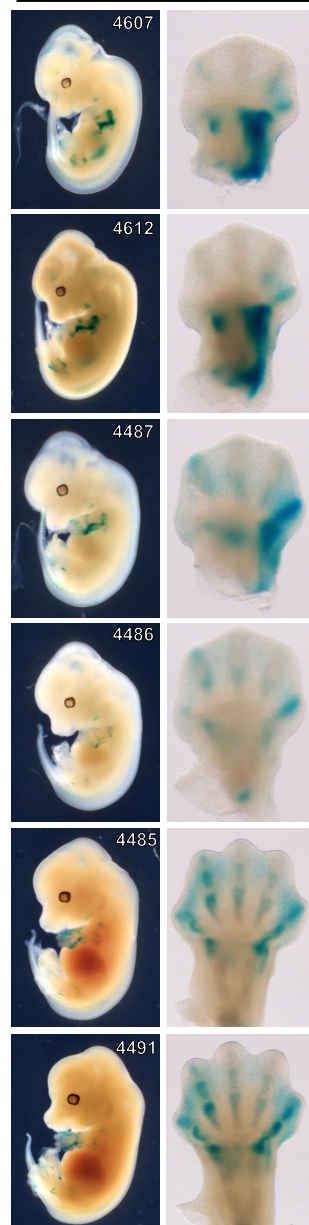

**Supplementary Figure 5. Photos of all embryos carrying large deletions flanking the insertion of the of II1 enhancer-reporter construct within T-DOM** (see Figure 5b, c). **a.** Images of all embryos containing the deletion Del *Mtx2*-II1-T-DOM and control embryos (left) from the same litters. **b.** All embryos containing the deletion Del II1-T-DOM-*Hnrnpa3* and control embryos from the same litters (left). All embryos were genotyped for the expected deletion. All embryos with the expected deletions are represented here unless they produce ambiguous PCR results or were mosaic for the deletion. The embryos #4470, 5023, 4492, 4491 from Figure 5 are reproduced here for easier comparison. Scale bars are 0.5mm.

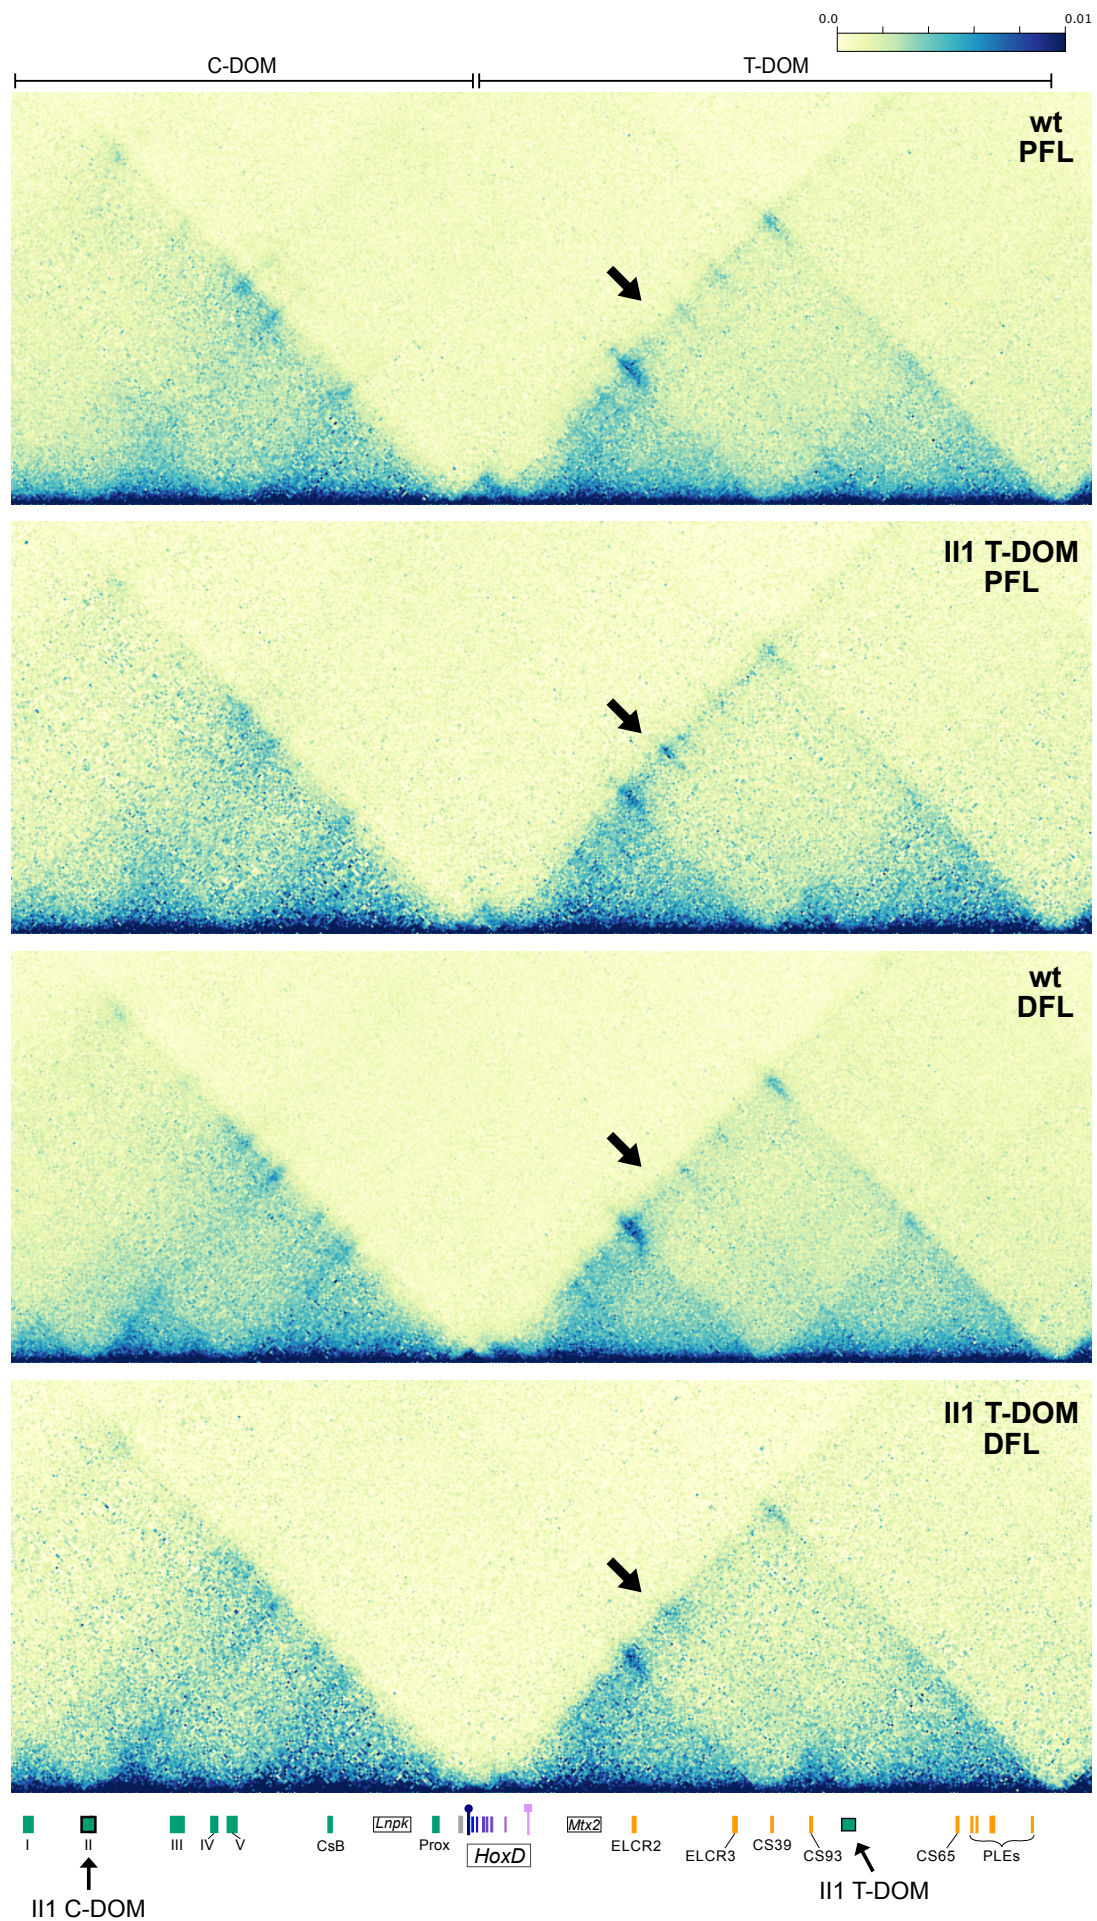

Supplementary Figure 6

**Supplementary Figure 6. Capture Hi-C maps.** Capture Hi-C maps covering the entire *HoxD* locus for wild type (wt) and the II1 enhancer recombined within T-DOM (II1 T-DOM), using both proximal (PFL) and distal (DFL) forelimb cells samples (mm10 chr2:73950000-75655000). The new contacts formed between the II1 enhancer-promoter sequence and the *Hoxd* gene cluster are indicated by the black arrow. The contacts were scored in both PFL and DFL cells, yet with a difference in resolution, being more diffuse in the DFL cells (see Figure 6). The black arrows below points to the location of the II1 enhancer within C-DOM and the transgene integration site within T-DOM. The *HoxD* cluster position is indicated at the center. The *Hoxd13* gene is indicated by a purple pin with a circle and the *Hoxd1* is indicated with a square. Distal limb enhancers are indicated by green boxes, and proximal limb enhancers are indicated by orange boxes. The gene bodies of *Lnpk* and *Mtx2* are indicated by white boxes with black borders.

**Supplementary Data 1:** Primers for genotyping, CRISPR guides, and relevant DNA sequences.

**Supplementary Table 2:** Sanger sequencing of mutated configurations in Supplementary Figure 4.

# Supplementary material for: Context-dependent enhancer function revealed by targeted inter-TAD relocation
**Source:** Nat Commun. 2022 Jun 17;13:3488. doi: 10.1038/s41467-022-31241-3
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

### **Descriptions of Additional Supplementary Data Files**

Supplementary Data 1: Primers for genotyping, CRISPR guides, and relevant DNA sequences.

Supplementary Data 2: Sanger sequencing of mutated configurations in Supplementary Figure 4.

# Supplementary material for: Context-dependent enhancer function revealed by targeted inter-TAD relocation
**Source:** Nat Commun. 2022 Jun 17;13:3488. doi: 10.1038/s41467-022-31241-3
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Olympus cellSens Standard 2.1 was used for image capture of embryos.  
CHOPCHOP v3 was used to select CRISPR guides for the production of II1 T-DOM lines 542 and 320.  
CRISPR guides for all other targeted cutting were selected from the UCSC genome track CRISPR Targets - CRISPR/Cas9 -NGG Targets, whole genome, update 2019-10-14.

#### Data analysis

DataGraph 4.6.1 was used to generate box plots in Figure S1B and calculate p-values.

Most of NGS plots were realized with pyGenomeTracks version 3.7

#### For ATAC-seq analysis:

cutadapt version 1.16 was used to remove the adapters and bad quality bases  
bowtie2 version 2.4.1 was used to map the reads  
bamtools version 2.4.1 was used to remove poor mapping quality reads and reads mapping to chrM  
picard version 2.18.2 was used to remove the PCR duplicates.  
bedtools version 2.30.0 was used to convert bam to bed  
macs2 version 2.1.1.20160309 was used to call peaks and generate coverage  
wigToBigWig version 357 was used to convert coverage from macs2 to bigwig

#### For CUT&RUN analysis:

cutadapt version 1.16 was used to remove the adapters and bad quality bases  
bowtie2 version 2.4.1 was used to map the reads  
samtools version 1.8 was used to remove poor mapping quality reads

picard version 2.18.2 was used to remove the PCR duplicates.  
 macs2 version 2.1.1.20160309 was used to call peaks and generate coverage  
 wigToBigWig version 357 was used to convert coverage from macs2 to bigwig

For ChIP analysis:

cutadapt version 1.16 was used to remove the adapters and bad quality bases  
 bowtie2 version 2.4.1 was used to map the reads  
 samtools version 1.8 was used to remove poor mapping quality reads  
 macs2 version 2.1.1.20160309 was used to call peaks and generate coverage  
 wigToBigWig version 357 was used to convert coverage from macs2 to bigwig

For motif discovery and scan:

Homer version 4.11 was used

For cHi-C analysis:

cutadapt version 1.16 was used to remove the adapters and bad quality bases  
 HiCUP version 0.6.1 with bowtie2 version 2.2.6, samtools version 1.2 and docutils version 0.13.1 was used to process the fastq.  
 A custom python script available at [https://testtoolshed.g2.bx.psu.edu/repository/download?repository\\_id=be5040251cd4afb7&changeset\\_revision=44365a4feb3b&file\\_type=gz](https://testtoolshed.g2.bx.psu.edu/repository/download?repository_id=be5040251cd4afb7&changeset_revision=44365a4feb3b&file_type=gz) to convert the bam to a text file.  
 The tool filter version 1.1.1 from galaxy was used to keep good quality pairs with both mates in the capture region.  
 cooler version 0.7.4 was used generate matrices as balanced cool files.  
 HiCExplorer version 3.6 was used to compute differences between cool files.

For nCATs/minION analysis:

guppy\_basecaller version 5.0.16+b9fcd7b was used for basecalling.  
 minimap2 version 2.15 was used to map the reads.  
 samtools version 1.10 was used to filter the reads and select the interesting reads.  
 bedtools version 2.27.1 was used to convert bam to bed  
 seqtk version 1.3.0 was used to get the sequence of the interesting reads.  
 A perl script available at [jura.wi.mit.edu/page/papers/Hughes\\_et\\_al\\_2005/tables/dot\\_plot.pl](http://jura.wi.mit.edu/page/papers/Hughes_et_al_2005/tables/dot_plot.pl) was used to generate table with matching positions.  
 R version 4.0.2 was used to generate the dotplot figure.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw and processed datasets are available in the Gene Expression Omnibus (GEO) repository under accession number GSE194114. All scripts necessary to reproduce figures from raw data are available at <https://github.com/Ildelisle/scriptsForBoltEtAl2022>.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For all WISH, at least 3 biological replicates were evaluated (3 embryos). For RTqPCR, 4 embryos of each genotype were used which is a large enough sample size to estimate expression variance determined by genotype and stage and other biological differences. Each gene was evaluate in three technical replicates for biological replicate which is sufficient to accommodate pipetting error. CUT&RUN and ATAC seq experiments were performed in biological duplicates for each genotype and tissue. minION long-read sequencing was performed in singletons for each genotype because a single sequencing read across the transgene is sufficient to confirm the structure of the allele. ChIC was performed as singleton experiment on a pool of tissues for 6 or 7 embryos because the observed change is so broad and robust we decided that replication would not add meaningful data to the interpretation.  
 High throughput sequencing experiments were performed in biological duplicates because they were concordant, and meaning will not be gained from more samples, and don't justify the cost of reproducing a third replicate. Capture Hi-C was performed as a single replicate

because the result was clear, and we are not trying to estimate variation across individuals.

**Data exclusions** Some embryos were excluded from the analysis of CRISPR induced mutagenesis experiments (Figure 4A-B and Figure 5). In some embryos we could not detect the expected wild type or mutation structure by genotyping PCR. Probably these embryos carried complex reorganizations of the genome around the cut sites. So we excluded embryos from the analysis if we could not confirm the positive presence of the expected mutation.

**Replication** For all WISH, at least 3 biological replicates were evaluated (3 embryos), which is a commonly accepted sample size for such experiments. A sample size of 3 can demonstrate that a change in gene expression is consistent across genotypes, while balancing for animal usage considerations. For the figures, one embryo was chosen as representative of the set.

For CUT&RUN and ATAC (see the ChIP-seq section details below) biological replicates were performed. For each replicate, tissues from 3 to 5 embryos were pooled for each genotype and tissue. Separate pools of cells (from different embryos) were used for each ATAC and CUT&RUN experiment. For ChIP-seq, the tissue was pooled from 6 or 7 embryos of the same genotype in order to produce enough material for experimentation. As these experiments result from pools of cells from several embryos, the resulting data is an average of measurements across many samples.

The minION sequencing was performed as a singleton experiment for each genotype.

In the control embryos for Figure S4-3, for each construct inserted into the TDOM site (Del 3x13 and HBB:lacZ), a single clone of embryonic stem cells was used for implantation in to embryos. Multiple embryos were collected for each clone and stained.

All attempts at replication were successful.

For Figure 1C we report the number of embryos that stain in the results section.

For the II1 TDOM lacZ stains in Figure 2 we stained dozens of embryos at different stages and in the heterozygous and homozygous genetic states.

For the embryos generated by random transgenesis (Figure 4), we performed 2 to 4 rounds of injection per construct. In total, embryos were harvested from 7 to 15 females per construct. Images of all the embryos presenting a lacZ staining are provided in Supplementary Figure 4-2. They were obtained from at least 3 different females per construct.

We also provide images of all stained embryos carrying large deletions (Figure 5 and Supplementary Figure 5).

**Randomization** No experiments required randomization as experimental groups are based on genotypes.

**Blinding** Blinding is not relevant in this study because experimental groups are based on genotypes.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

**Antibodies used** anti-HOXD13 Abcam Ab19866 Lot#GR3290844-1, anti-HOXA13 Abcam ab106503 Lot#GR3243694-1

**Validation** anti-HOXD13 antibody was previously validated (Bolt et al., 2021, Nature Comm. Mesomelic dysplasias associated with the HOXD locus are caused by regulatory reallocations). anti-HOXA13 was validated by the manufacturer with Western Blot and Immunohistochemistry. We also validated the antibody in-house by using it in CUT&RUN experiment on E12.5 distal forelimbs that are homozygous for a Hoxa13 loss-of-function allele.

## Eukaryotic cell lines

Policy information about [cell lines](#)

**Cell line source(s)** Male G4 mouse ESCs (Jorge et al., 2007)

|                                                                      |                                                                                                                                                                                                                                |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Authentication                                                       | Genetically modified pluripotent ESCs were tested by the production of embryos through tetraploid aggregations (Artus and Hadjantonakis 2011) and then genotyping confirmed the presence of the desired mutations in the cells |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.                                                                                                                                                                   |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly mis-identified cell lines were used in this study                                                                                                                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus, all animals are kept in a continuous back cross with BL6 X CBA F1 hybrids. Sex of the animals was not considered in this analysis. All embryos used for WISH were at E12.5. ChIP-seq, CUT&RUN-seq, ATAC-seq, were performed on E12.5 embryos. Mice were housed in the University of Geneva Sciences III animalerie with light 07:00-19:00 in the summer, and 06:00-18:00 in winter with ambient temperatures maintained between 22-23°C and 45-55% humidity, the air is renewed 17-times per hour. Embryos used in Supplementary Figure 4-3 were generated from male G4 mouse ESCs (Jorge et al., 2007) via tetraploid complementation (Artus and Hadjantonakis 2011). Donor tetraploid embryos were provided from in vitro fertilisation using C57Bl6J x B6D2F1 backgrounds. Aggregated embryos were transferred into CD1 foster females and micro-dissected at embryonic stage E12.5. C57Bl6, B6DF1, and CD1 mice were purchased from Janvier Labs, and used for experiments at approximately four months of age. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | All experiments were performed in agreement with the Swiss Law on Animal Protection (LPA) under license numbers GE 81/14 and VD2306.2 (to D. Duboule).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                            |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | All raw and processed datasets are available in the Gene Expression Omnibus (GEO) repository under accession number GSE194114 (secure token: yvixgaugznepdmd). All scripts necessary to reproduce figures from raw data are available at <a href="https://github.com/lldelisle/scripts/">https://github.com/lldelisle/scripts/</a> . All data will be publicly available upon publication. |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Files in database submission | ChIP/SRR3168462_wt_E12_PFL_H3K27me3.bw<br>ChIP/SRR3168462_wt_E12_PFL_H3K27me3.fastq.gz<br>ChIP/SRR3168462_wt_E12_PFL_H3K27me3.narrowPeak.gz<br>ChIP/SRR3168464_wt_E12_DFL_H3K27me3.bw<br>ChIP/SRR3168464_wt_E12_DFL_H3K27me3.fastq.gz<br>ChIP/SRR3168464_wt_E12_DFL_H3K27me3.narrowPeak.gz<br>ChIP/SRR3498934_wt_E11_FL_HOXA13.bw<br>ChIP/SRR3498934_wt_E11_FL_HOXA13.narrowPeak.gz<br>ChIP/SRR3498935_wt_E11_FL_HOXA13.bw<br>ChIP/SRR3498935_wt_E11_FL_HOXA13.narrowPeak.gz<br>ChIP/SRR5855214_wt_E12_DFL_H3K27ac.bw<br>ChIP/SRR5855214_wt_E12_DFL_H3K27ac.fastq.gz<br>ChIP/SRR5855214_wt_E12_DFL_H3K27ac.narrowPeak.gz<br>ChIP/SRR5855215_wt_E12_PFL_H3K27ac.bw<br>ChIP/SRR5855215_wt_E12_PFL_H3K27ac.fastq.gz<br>ChIP/SRR5855215_wt_E12_PFL_H3K27ac.narrowPeak.gz<br>ChIP/SRR5855220_wt_E12_DFL_CTCF.bw<br>ChIP/SRR5855220_wt_E12_DFL_CTCF.fastq.gz<br>ChIP/SRR5855220_wt_E12_DFL_CTCF.narrowPeak.gz<br>ChIP/SRR5855221_wt_E12_PFL_CTCF.bw<br>ChIP/SRR5855221_wt_E12_PFL_CTCF.fastq.gz<br>ChIP/SRR5855221_wt_E12_PFL_CTCF.narrowPeak.gz<br>CUTandRUN/542_E11.5_DFL_HOXA13_542mapping.bw<br>CUTandRUN/542_E11.5_DFL_HOXA13_542mapping.narrowPeak.gz<br>CUTandRUN/542_E11.5_DFL_HOXA13_R1.fastq.gz<br>CUTandRUN/542_E11.5_DFL_HOXA13_R2.fastq.gz<br>CUTandRUN/542_E12.5_DFL_HOXA13_rep1_542mapping.bw<br>CUTandRUN/542_E12.5_DFL_HOXA13_rep1_542mapping.narrowPeak.gz<br>CUTandRUN/542_E12.5_DFL_HOXA13_rep1_R1.fastq.gz |
|------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

CUTandRUN/542\_E12.5\_DFL\_HOXA13\_rep1\_R2.fastq.gz  
 CUTandRUN/542\_E12.5\_DFL\_HOXA13\_rep2\_542mapping.bw  
 CUTandRUN/542\_E12.5\_DFL\_HOXA13\_rep2\_542mapping.narrowPeak.gz  
 CUTandRUN/542\_E12.5\_DFL\_HOXA13\_rep2\_R1.fastq.gz  
 CUTandRUN/542\_E12.5\_DFL\_HOXA13\_rep2\_R2.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep1\_mm10mapping.bw  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep1\_mm10mapping.narrowPeak.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep1\_R1.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep1\_R2.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep2\_mm10mapping.bw  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep2\_mm10mapping.narrowPeak.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep2\_R1.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep2\_R2.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep3\_mm10mapping.bw  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep3\_mm10mapping.narrowPeak.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep3\_R1.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXA13\_rep3\_R2.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep1\_mm10mapping.bw  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep1\_mm10mapping.narrowPeak.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep1\_R1.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep1\_R2.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep2\_mm10mapping.bw  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep2\_mm10mapping.narrowPeak.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep2\_R1.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep2\_R2.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep3\_1.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep3\_2.fastq.gz  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep3\_mm10mapping.bw  
 CUTandRUN/wt\_E12.5\_DFL\_HOXD13\_rep3\_mm10mapping.narrowPeak.gz

Genome browser session  
(e.g. [UCSC](#))

no longer applicable

## Methodology

Replicates

CUT&RUN and ATAC-seq experiments were performed on biological duplicates. ChIP was performed on a singleton which was composed of a pool of tissues.

Sequencing depth

For ChIP  
 SRR3168462\_wt\_E12\_PFL\_H3K27me3: sequenced to 232.296 million reads at 100bp single-read  
 SRR3168464\_wt\_E12\_DFL\_H3K27me3: sequenced to 129.645 million reads at 100bp single-read  
 SRR5855214\_wt\_E12\_DFL\_H3K27ac: sequenced to 804.795 million reads at 50bp single-read  
 SRR5855215\_wt\_E12\_PFL\_H3K27ac: sequenced to 848.243 million reads at 50bp single-read  
 SRR5855220\_wt\_E12\_DFL\_CTCF: sequenced to 724.561 million reads at 50bp single-read  
 SRR5855221\_wt\_E12\_PFL\_CTCF: sequenced to 757.732 million reads at 50bp single-read  
 SRR3498934\_wt\_E11\_FL\_HOXA13: sequenced to 71.8 million pairs at 50bp both pairs  
 SRR3498935\_wt\_E11\_FL\_HOXD13: sequenced to 115.1 million pairs at 50bp both pairs

For CUT&RUN:  
 542\_E11.5\_DFL\_HOXD13: sequenced to 165.438 million pairs at 93bp both pairs  
 542\_E12.5\_DFL\_HOXA13\_rep1: sequenced to 163.919 million pairs at 75bp both pairs  
 542\_E12.5\_DFL\_HOXA13\_rep2: sequenced to 118.001 million pairs at 75bp both pairs  
 wt\_E12.5\_DFL\_HOXA13\_rep1: sequenced to 145.825 million pairs at 75bp both pairs  
 wt\_E12.5\_DFL\_HOXA13\_rep2: sequenced to 128.81 million pairs at 75bp both pairs  
 wt\_E12.5\_DFL\_HOXA13\_rep3: sequenced to 120.21 million pairs at 84bp both pairs  
 wt\_E12.5\_DFL\_HOXD13\_rep1: sequenced to 105.512 million pairs at 75bp both pairs  
 wt\_E12.5\_DFL\_HOXD13\_rep2: sequenced to 165.421 million pairs at 75bp both pairs  
 wt\_E12.5\_DFL\_HOXD13\_rep3: sequenced to 99.9152 million pairs at 84bp both pairs

Antibodies

anti-HOXD13 Abcam Ab19866 Lot#GR3290844-1, anti-HOXA13 Lot#GR3243694-1

Peak calling parameters

ChIP PE:  
 # cutadapt version 1.16  
 cutadapt -j \${GALAXY\_SLOTS:-1} -a 'TrueSeq='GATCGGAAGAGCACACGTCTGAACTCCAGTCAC' -A  
 'TruSeq='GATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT' --output='out1.fq.gz' --paired-  
 output='out2.fq.gz' --error-rate=0.1 --times=1 --overlap=3 --minimum-length=15 --pair-filter=any --quality-cutoff=30  
 'ChIP\_R1.fq.gz' 'ChIP\_R2.fq.gz' > report.txt  
  
 # bowtie2 version 2.4.1  
 bowtie2 -p \${GALAXY\_SLOTS:-4} -x '/data/galaxy/galaxy/var/tool-data/mm10\_UCSC/bowtie2\_index/mm10\_UCSC/mm10\_UCSC' -1

```

'out1.fq.gz' -2 'out2.fq.gz' 2> 'mapping stats.txt' | samtools sort --no-PG -@ ${GALAXY_SLOTS:-2} -T "${TMPDIR:-.}" -O bam -o
'bowtie2 output (BAM).bam'

# samtools version 1.8
samtools view -o 'filtered BAM.bam' -h -b -q 30 -f 0x2 'bowtie2 output (BAM).bam'

# macs2 version macs2 2.1.1.20160309
macs2 callpeak -t 'filtered BAM.bam' --name SRR3498934 --format BAMPE --gsize '1870000000' --call-summits --keep-dup
'1' --bdg --qvalue '0.05' --mfold '5' '50' --bw '300' 2>&1 > macs2_stderr

ChIP SR:
# cutadapt version 1.16
cutadapt -j ${GALAXY_SLOTS:-1} -a 'TrueSeq'='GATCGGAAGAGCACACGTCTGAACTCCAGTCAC' --output='out1.fq.gz' --error-
rate=0.1 --times=1 --overlap=3 --minimum-length=15 --quality-cutoff=30 'SRR5855214.fq.gz' > report.txt

# bowtie2 version 2.4.1
bowtie2 -p ${GALAXY_SLOTS:-4} -x '/data/galaxy/galaxy/var/tool-data/mm10_UCSC/bowtie2_index/mm10_UCSC/mm10_UCSC' -U
'out1.fq.gz' 2> 'mapping stats.txt' | samtools sort --no-PG -@ ${GALAXY_SLOTS:-2} -T "${TMPDIR:-.}" -O bam -o 'bowtie2
output (BAM).bam'

# samtools version 1.8
samtools view -o 'filtered BAM.bam' -h -b -q 30 'bowtie2 output (BAM).bam'

# macs2 version macs2 2.1.1.20160309
macs2 callpeak -t 'filtered BAM.bam' --name SRR5855214 --format BAM --gsize '1870000000' --call-summits --keep-dup '1'
--bdg --qvalue '0.05' --mfold '5' '50' --bw '300' 2>&1 > macs2_stderr

CUT&RUN:
# cutadapt version 1.16
cutadapt -j ${GALAXY_SLOTS:-1} -a 'Truseq R1'='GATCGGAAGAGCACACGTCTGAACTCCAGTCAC' -A 'Truseq
R2'='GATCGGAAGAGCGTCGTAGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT' --output='out1.fq.gz' --paired-
output='out2.fq.gz' --error-rate=0.1 --times=1 --overlap=3 --minimum-length=15 --pair-filter=any --quality-cutoff=30
'CUTandRUN_R1.fq.gz' 'CUTandRUN_R2.fq.gz' > report.txt

# bowtie2 version 2.4.1
bowtie2 -p ${GALAXY_SLOTS:-4} -x 'genome' -1 'input_f.fastq.gz' -2 'input_r.fastq.gz' -I 0 -X 1000 --fr --no-mixed --no-discordant --
dovetail --very-sensitive 2> 'mapping stats.txt' | samtools sort --no-PG -@ ${GALAXY_SLOTS:-2} -T "${TMPDIR:-.}" -O bam -o
'bowtie2 output (BAM).bam'

# samtools version 1.8
samtools view -o 'filtered BAM.bam' -h -b -q 30 -f 0x2 input.bam

# picard version 2.18.2
_JAVA_OPTIONS=${_JAVA_OPTIONS:-'-Xmx2048m -Xms256m'}
export _JAVA_OPTIONS
picard MarkDuplicates INPUT='filtered BAM.bam' OUTPUT='BAM filtered rmDup.bam' METRICS_FILE='MarkDuplicates metrics.txt'
REMOVE_DUPLICATES='false' ASSUME_SORTED='true' DUPLICATE_SCORING_STRATEGY='SUM_OF_BASE_QUALITIES'
OPTICAL_DUPLICATE_PIXEL_DISTANCE='100' VALIDATION_STRINGENCY='LENIENT' QUIET=true VERBOSITY=ERROR `if [ -n
"$TMPDIR" ]; then echo 'TMP_DIR=$TMPDIR' ; else if [ -n "$TEMP" ]; then echo 'TMP_DIR=$TEMP' ; fi ; fi`

# bedtools version 2.29.2
bedtools bamtobed -i 'BAM filtered rmDup.bam' > 'BED filtered rmDup.bed'

# macs2 version 2.1.1.20160309
macs2 callpeak -t 'BED filtered rmDup.bed' --name CUTandRUN --format BED --gsize '1870000000' --call-summits --keep-
dup 'all' --bdg --qvalue '0.05' --nomodel --extsize '200' --shift '-100' 2>&1 > macs2_stderr

```

## Data quality

All ChIP were previously published so we don't assess their quality here.  
 CUT&RUN for HOXA13/HOXD13 get between 24'000 and 118'000 peaks with FDR less than 5% and between 4'700 and 35'700 with FDR less than 5% and fold-change above 5.

## Software

All scripts necessary to reproduce figures from raw data are available at <https://github.com/lldelisle/scriptsForBoltEtAl2022>.

How the deposited data were processed for this re-analysis (not part of the article)

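Cas9-targeted nanopore libraries (nCATS) of yolk sac DNA from E12.5 embryos were analysed for the II1 T-DOM 542 and II1 T-DOM 320 alleles, 1 library each. According to the Methods and the Reporting Summary, the authors called bases with Guppy 5.0.16, mapped reads on mm10 with minimap2 2.15 in its nanopore setting, kept primary alignments with samtools 1.10 and wrote alignment tables with bedtools 2.27.1. The deposited score of each alignment is its mapping quality as minimap2 gave it, from 0 to 60. The tables hold no read sequence and no alignment flags. Of the steps described in the Methods, the comparison of read sequences with the mutant genome and the vector is therefore not included in the values here.

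Alignments were counted in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with numba 0.67.0 for the search of the genome and matplotlib 3.10.9 for the plots. Coordinates are given from 1 on mm10, and the reference used for sequences was GRCm38 patch release 6 with GENCODE M21 annotation. All alignments ended within the lengths of that reference's chromosomes. The start of an alignment is its end nearest the start of the read, on the strand given. An alignment crossed the insertion site if it covered the r4g9 target with 500 bp or more on each side, and ended at it if an end lay within 50 bp of an inner edge of an arm. It was within an arm or the II1 element if it lay inside that feature extended by 50 bp. For these counts the II1 element was the amplified sequence of the Methods, 74075305 to 74075850 on chromosome 2, while its length, GC content and annotation are those of 74075311 to 74075843. Guides were searched in the genome with an NGG PAM and up to 5 mismatches, and the cut was placed 3 bp from the PAM. The protospacers at the ends of the insertion region were read from the reference at the positions the Methods give for that region, after the starts of the 320 library had been seen there.

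Recurrent starts were places outside the insertion and II1 regions where 3 or more alignments of 1 strand started within 10 bp of the next. They were set beside 100 random placements of the same number of starts. Reads at near matches of the guides were those of mapping quality 30 or more that started within 10 bp of the predicted cut, set beside 100 shifts of all near matches in steps of 1000 bp. On simulated random starts, 40 of 40 planted recurrent starts were recovered with 0 false calls. In a random sequence, 60 of 60 planted near matches were found with 0 false calls. The simulated data held no repeats or split reads, and the count of reads at near matches was not tested on them. To see how a single copy looks in an alignment table, 200 reads of a single-copy allele and 200 of the wild-type allele, each running from the SCS12 to the SCS13 cut, were simulated with an error of 10% and mapped on chromosome 2 with minimap2 2.31. The simulated insert was 4000 bp, with random bases in place of the transgene after II1.

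Shares are given with 95% Clopper-Pearson intervals, and a count of 0 with the share that 3 counts would make. The exception is the 0 of 10 recurrent starts at near matches in the 320 library, given with the upper Clopper-Pearson limit. Intervals and limits cover counting error only, and alignments of the same read are not independent. Mean depth over the genome was 0.00493 in the 542 library and 0.0274 in the 320 library, so outside the target most positions were not covered at all. The text names the regions and guides of the paper, the 6 reads named in Supplementary Fig. 2, and, of the recurrent starts, the 5 with the most alignments in each library and those found in both, at most 5 by the rule, of which there were 3. Other sites were named after their values were seen.

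For the RT-qPCR of Supplementary Fig. 1, the Cq values of the source data were used, for 4 wild-type and 4 homozygous Del II1 embryos, with a two-sided exact permutation test of the group means and Benjamini-Hochberg adjustment over 6 genes. The design did not name the plate from which Tbp is taken. Tbp was measured on both plates, and the plate of the gene itself was chosen after values with Tbp averaged over both plates had been seen and their p-values had been found to differ from those of the figure. The source data's own expression values use the plate of the gene. The average over both plates was kept as an alternative.

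The alternatives changed 1 choice at a time, among them mapping quality, alignment length, the unit counted, the tolerances around cuts and arms, the background of the enrichment and, for RT-qPCR, the scale, the test, the wells and each embryo left out. Only the longest alignment of each read, the region between the SCS12 and SCS13 cuts, the protospacer 1 bp further left at the left region end, and Tbp over both plates were added after the data had been seen. Other experiments of the paper were not analysed here.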

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

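The tests of a coordinate shift, of swapped libraries, of the protospacer 1 bp further left, of near matches in the 542 library, of tandem repeats, of the depth behind the Y chromosome and of the sex of the embryos were chosen only after the result was seen.

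In the II1 T-DOM 320 library, 9 alignments started at the left end of the insertion region and none at the SCS12 cut, although the paper's map of the guides shows SCS12 and SCS13 for the protocol as a whole. A shift of all coordinates in 1 library would move both edges by the same distance. The most frequent starts of the libraries were 2769 bp apart on the left and 824 bp apart on the right, a difference of 1945 bp, which argues against a shift. Swapped libraries are argued against by the 6 reads that Supplementary Fig. 2 names, 1 of the 542 allele and 5 of the 320 allele, each found in the library of its own allele. A candidate explanation is another guide pair for the 320 library, at the region ends. Its prediction had 2 parts, of which 1 came out. Reads of the 320 library at near matches of SCS12 and SCS13 elsewhere in the genome numbered 0, where the rate of the 542 library would give 64.5 (Fisher's exact test between the 2 libraries, p = 1.64e-15). The rise at near matches of the protospacers at the region ends was not seen, with 1 read at 432 near matches (p = 0.0693 from 100 shifts, a permutation test). That read lay at a near match of the left protospacer, for which alone the permutation p was 0.0396. A protospacer 1 bp further left, with the PAM AGG, fits the left starts as well. With it in place of the other, 0 reads lay at 466 near matches. The question therefore stays open. No biological explanation was tested.

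In the 542 library, 29 reads of mapping quality 30 or more started at near matches of SCS12 and SCS13 outside the target, at 15 places, which the paper does not report. The 100 shifts of the 3257 near matches gave a mean of 0.13 reads and at most 4 (permutation p = 0.0099, the smallest they can give). SCS12 near matches held 16 of the reads and SCS13 near matches 13, while SCS14 had 0. There were 6 recurrent starts with 3 or more reads and a median mapping quality of 30 or more. Of these, 4 lay at a near match, against 14 of 3350 single starts (Fisher's exact test, p = 8.64e-09). This is consistent with cuts by Cas9 at imperfect matches during library preparation, a hypothesis formed on the same reads. Substitutions are counted from 1 at the 5′ end of the guide. The site on chromosome 17 with 4 reads starting at 68123076, in the lincRNA AC151280.3, reads TCTTCACAGCAACCCCACGA and differs from SCS13 by A1T, G2C, A3T, G6A and C11A. The other 3 sites are near matches of SCS12 with 3 reads each. That on chromosome 10 at 7637922, in an exon of Pcmt1, reads ATTAAAGCATCAGAAACTCA (A7G, G9A, G12A and G15A). That on chromosome 17 at 89570256, in no annotated gene, reads ATTAAAACATCAGTGACTCA (G9A, G12A and A14T). That on chromosome 8 at 62699487, in the lincRNA Gm45459, reads AATAAAACATCAGAGACTCA (T2A, G9A and G12A). A strain variant at these sites was not tested, and no biological explanation was tested.

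On chromosome 10, 361 alignments of the 542 library started around 39015375, in an intron of Lama4, which was 8.56% of all alignments of that library. They came from 21 reads, with a median of 10 and at most 88 alignments per read, a median length of 53 bp and a median mapping quality of 1. Only 3 of the reads had any alignment of mapping quality 30 or more. Reads of a tandem repeat that were aligned many times over would give such counts per read. The 320 library, with 7790 reads against 3658 in the 542 library, had 0 alignments at this place. Repeated alignment of the same reads does not by itself account for that absence, and its cause was not tested. Extra copies of the region in the 542 embryo cannot be told apart from none, since the 100 kb on either side held 0 alignments of that quality where 0.260 would be expected from the chromosome, a ratio of 0 with an upper limit of 14.2. The number of alignments at this place is thus no measure of how many molecules were read. No biological explanation was tested.

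The 320 library had 99 alignments on the Y chromosome and the 542 library 0, and the Methods say that the sex of the embryos was not considered. The share in the 320 library would leave the 542 library at 0 with a probability of 2.21e-22, which argues against depth, although alignments of 1 read are not independent. Repeats shared with other chromosomes are argued against by the 22 Y alignments of mapping quality 30 or more in the 320 library, spread from 1220467 to 90813206. The density of alignments on the X chromosome, relative to the autosomes, was 0.803 in the 542 library and 0.480 in the 320 library, a ratio of 1.67 (95% interval 1.39 to 2.01). The ratio was 1.80 with a mapping quality of 30 or more, 1.88 with the longest alignment of each read, 2.06 with alignments of 1000 bp or more and 2.09 in aligned bases, the last 2 above that interval. A difference in the sex of the embryos may therefore explain the Y alignments, as a hypothesis formed on the same data. The sources do not name the sex, and DNA from more than 1 embryo in a library was not tested.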

How the results depend on the processing

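Of the alternatives, those that keep only the longest alignment of each read, the region between the cuts, the protospacer 1 bp further left at the left region end, and Tbp over both plates were chosen only after the result was seen. The others, and the tests of the design, were fixed before the data were examined, except that the RT-qPCR source values had been seen when their test was chosen. Together they gave 169 values, of which 149 kept their direction and their side of the threshold or stayed within the counting interval, 19 moved and 1 reversed. The count of 149 is no measure of stability, since 71 of these values are from RT-qPCR, mostly with an embryo left out, and those with an embryo left out and the Fisher's exact tests at the insertion site could not fall below 0.05 with the numbers at hand.

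The starts at the cuts numbered 2 for SCS12 and 7 for SCS13 in the 542 library under every alternative tried, except within 20 bp of the SCS13 cut, where there were 6. The 320 library had 0 at both cuts under each of them. The Fisher's exact tests of the share crossing the site and of the share within an arm stayed above 0.05 under each alternative, between 0.0593 and 0.455 for the former and between 0.183 and 1 for the latter. The 542 library held 2 of 2 crossing and 0 of 2 within an arm under each alternative. With the 320 counts seen beside them, neither test could fall below 0.05. Tests on so few alignments therefore say nothing about stability.

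Keeping only the longest alignment of each read drops, by its construction, the shorter pieces of split reads. In the 320 library it lowered the share of alignments in the insertion region to 0.205%, below the 0.246% of the 542 library under the same choice, the share in the II1 region and the alignments within the II1 element to 0, the alignments ending at the insertion site to 5, and the alignments within an arm from 14 of 23 to 1 of 10, and it raised the share that crossed the site to 44.4%. The recurrent starts fell to 7 in the 542 library and to 10 in the 320 library. What the 320 library shows at the site thus rests on the several alignments of a few reads.

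With alignments of 1000 bp or more, the share in the II1 region of the 320 library was 0, since the element is shorter than that. The recurrent starts fell to 3 in the 542 library and 8 in the 320 library, and the density on the X chromosome of the 542 library rose to 1.02. Counted in aligned bases, the insertion region held 0.505% of the 542 library and 0.238% of the 320 library, which turns the order of the libraries around, the II1 region held 0.00495% of the 320 library, and the X density of the 542 library was 0.985. Counted in starts per base, the enrichment of the 542 library was 228-fold, below the 377-fold of the 320 library, where aligned bases gave the opposite order. With a minimum of 5 starts, 3 recurrent places were left in the 542 library and 7 in the 320 library, and with a mapping quality of 30 or more 11 were left in the 320 library. The stricter limits lower these counts by construction. The cause of the shifts in the X density, in the shares of aligned bases and in the starts per base was not tested.

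For RT-qPCR, Hoxd12 without the first Del II1 embryo was at 0.982, the only change of direction, and leaving out 1 embryo at a time gave values from 0.982 to 1.14 for that gene. Fewer embryos were tested there, and the cause was not tested further. No gene passed an adjusted p of 0.05 under any alternative, where the lowest was 0.343. With Tbp over both plates, Hoxa13 was at 1.30 (exact permutation p = 0.0571, adjusted p = 0.343). The smallest p the exact test allows is 0.0286 with 4 embryos against 4, too high for a single gene to pass 0.05 after adjustment. It is 0.0571 with 3 against 4, so with an embryo left out no gene could pass 0.05 in that test, and those alternatives bear on the direction only.

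No paired analysis was possible because each allele had 1 library, and the wild-type and Del II1 embryos of the source data share no pairing. The Fisher's exact test planned for the share of alignments on the II1 element that lie within it could not be made, since the 542 library had no alignment on it. Depth limits the 542 library most, where 10 alignments carry the result in the insertion region and a count of 0 allows up to 0.0711% of all alignments.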

Differences from the paper's values

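The use of Tbp from the plate of the gene, on which the RT-qPCR values here rest, was chosen only after values with Tbp over both plates had been seen. The values compared with the paper were the length of the II1 element, the number of wild-type Hoxd11 embryos and the RT-qPCR p-values. In the main setting none of them differed beyond the limit set for it. With an embryo left out, some of the p-values did. The SCS12 position printed in Supplementary Fig. 2a was not among the values compared. It lies apart from the cut of the guide's only exact match, and the match was used here. From the coordinates in the paper, the II1 element is 533 bp long, counting both ends, where the paper's text gives 532 bp. These are the coordinates 74075311 to 74075843. The Methods give a wider interval for the amplified sequence, 74075305 to 74075850, and the counts of alignments on the II1 element use that one. For Hoxd11, 3 wild-type embryos had a value in the source data, where the paper gives 4 embryos of each genotype. With Tbp from the plate of the gene, a choice made after seeing the values, the unequal-variance test that the legend of Supplementary Fig. 1 names gave 0.398 for Hoxd13, 0.586 for Hoxd12, 0.343 for Hoxd10 and 0.187 for Hoxd9, which match the values the figure prints, and 0.419 for Hoxd11, against about 0.42 in Supplementary Fig. 1, read by eye.

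The Methods say that primary alignments alone were kept. A read has 1 primary alignment, but 127 reads of the 542 library and 309 reads of the 320 library were listed more than once. The paper names SCS12 and SCS13 as the guides outside the transgene, and the 542 library has 2 and 7 alignments that start at their cuts, while the 320 library has 0.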

Other observations

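The test of the depth behind the II1 element was chosen only after the result was seen.

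The 542 library had no alignment on the II1 element, although the allele carries it. Of 200 simulated reads of a single copy that ran across the whole target, 200 gave 1 alignment that crossed the insertion site and 0 gave one on II1, since the aligner held the insert as gaps, the largest with a median of 2730 bp. Simulated wild-type reads looked the same in an alignment table, so the simulation allows a single copy but cannot separate it from a wild-type chromosome. The 542 read named in Supplementary Fig. 2b had 1 alignment, which crossed the site, and 0 on II1. From its sequence the paper reports that it runs through the transgene. For that read the insert was therefore held inside the alignment. Depth is the other candidate explanation. At the 320 share of alignments, 0 alignments on II1 would arise in the 542 library with a probability of 0.0300, which by the limit of 0.05 set for this test would argue against depth. The 7 alignments of the 320 library came from 5 reads and are not independent. Counted by reads, the probability was 0.0955, and per aligned base it was 0.283, so depth was left open.

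Outside the target, the 542 library had 12 recurrent starts and the 320 library 29, of which 2 lay at the end of the insertion region. Random placement gave a mean of 1 in the 542 library and 0.04 in the 320 library, and at most 1 in each. In the 542 library that 1 is an unplaced sequence whose 3 starts, all of 1 read, lie within a few bp, so that any placement over the observed span gives it. For the 320 library, cuts at near matches of SCS14 or of the region-end protospacers were predicted at most of the better-mapped recurrent starts. These had 3 or more reads and a median mapping quality of 30 or more over their alignments. There were 14 such starts. Of these, 2 were in the mitochondrial genome, where near matches were not searched, and 2 were at 75286123 on chromosome 2, at the cut of the right protospacer itself, which leaves them with the open question of another guide pair. Of the other 10, 0 lay at a near match, with an upper limit of 30.8%, which argues against near matches as the cause of most of those 10. Other guides could not be tested without their sequences.

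After the pile on chromosome 10, the places with the most alignments in the 542 library were chromosome 3 at 29275204, in Egfem1, with 106 alignments of 23 reads, chromosome 2 at 147250441, in Nkx2-2os, with 6, chromosome 17 at 68123076 with 4, and chromosome 3 at 29275264 with 4. In the 320 library they were the same place at 29275204 on chromosome 3, with 31 alignments of 1 read, chromosome 11 at 103907550, in Nsf, with 20 alignments of 14 reads, the first base of the mitochondrial genome with 14, its last base, 16299, with 12, and chromosome 2 at 98662827, in Gm10801, with 8 alignments of 2 reads. The mitochondrial starts lie at the ends of the linear reference of a circular genome. Recurrent starts in both libraries were found at 29275204 on chromosome 3 and at 98662827 and 98666525 on chromosome 2.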
